# Primary Coenzyme Q Deficiency in *Pdss2* Mutant Mice Causes Isolated Renal Disease

**DOI:** 10.1371/journal.pgen.1000061

**Published:** 2008-04-25

**Authors:** Min Peng, Marni J. Falk, Volker H. Haase, Rhonda King, Erzsebet Polyak, Mary Selak, Marc Yudkoff, Wayne W. Hancock, Ray Meade, Ryoichi Saiki, Adam L. Lunceford, Catherine F. Clarke, David L. Gasser

## Abstract

Coenzyme Q (CoQ) is an essential electron carrier in the respiratory chain whose deficiency has been implicated in a wide variety of human mitochondrial disease manifestations. Its multi-step biosynthesis involves production of polyisoprenoid diphosphate in a reaction that requires the enzymes be encoded by *PDSS1* and *PDSS2*. Homozygous mutations in either of these genes, in humans, lead to severe neuromuscular disease, with nephrotic syndrome seen in *PDSS2* deficiency. We now show that a presumed autoimmune kidney disease in mice with the missense *Pdss2^kd/kd^* genotype can be attributed to a mitochondrial CoQ biosynthetic defect. Levels of CoQ_9_ and CoQ_10_ in kidney homogenates from B6.*Pdss2^kd/kd^* mutants were significantly lower than those in B6 control mice. Disease manifestations originate specifically in glomerular podocytes, as renal disease is seen in *Podocin/cre,Pdss2^loxP/loxP^* knockout mice but not in conditional knockouts targeted to renal tubular epithelium, monocytes, or hepatocytes. Liver-conditional B6.*Alb/cre,Pdss2^loxP/loxP^* knockout mice have no overt disease despite demonstration that their livers have undetectable CoQ_9_ levels, impaired respiratory capacity, and significantly altered intermediary metabolism as evidenced by transcriptional profiling and amino acid quantitation. These data suggest that disease manifestations of CoQ deficiency relate to tissue-specific respiratory capacity thresholds, with glomerular podocytes displaying the greatest sensitivity to *Pdss2* impairment.

## Author Summary

Coenzyme Q is a critical component of the mitochondrial respiratory chain, the process by which cells make energy. Coenzyme Q deficiency in humans causes a wide range of disease manifestations affecting the nervous system, muscles, and kidneys. Here, we show that the failure to make Coenzyme Q due to a *Pdss2* mutation is the cause of a lethal kidney disease in mice that was previously thought to result from an autoimmune process. Studying both a spontaneously occurring missense mutant and a series of mutants generated to have the Coenzyme Q deficiency targeted solely to liver, kidney, or macrophages, we show that the specific cell type in which the kidney disease arises is the glomerular podocyte. No other manifestations of disease are evident in these animals. However, our analysis of livers from these mice reveals that they have significant depletion of Coenzyme Q, impairment of mitochondrial respiratory chain function, and disturbance of many other basic metabolic processes. Similar microarray patterns of cellular alterations to primary mitochondrial dysfunction were seen both in these mice and in a previously reported nematode model, suggesting that a common cellular profile of primary respiratory chain function may exist across evolution.

## Introduction

Coenzyme Q (CoQ) is a benzoquinone molecule with a polyisoprenylated side chain that ranges from 6 to 10 isoprenyl units in length. It functions as an electron carrier in the mitochondrial respiratory chain, where it transports electrons from complexes I or II to complex III. The polyisoprenyl diphosphate synthases which form the isoprenyl side chain of CoQ in mice and humans are each heterotetramers of two protein subunits [1]. The genes that encode these subunits are now designated *Pdss1* and *Pdss2* in mice, and *PDSS1* and *PDSS2* in humans. Although its identity was not understood at the time, the first known mutation in the *Pdss2* gene arose spontaneously in the CBA/CaH colony of Dr. Mary Lyon and was designated kidney disease (*kd*). Homozygotes for the *kd* allele develop a lethal disease characterized by tubulointerstitial nephritis, dilated tubules, and proteinuria [2]. Mutant *kd/kd* homozygotes appear healthy for at least the first 8 weeks of life, but histological examination of the kidneys beginning at about 12 weeks of life reveals a mononuclear cell infiltrate and tubular dilatation with proteinaceous casts in cortical areas. Over time this extends to involve the entire kidney with resultant renal failure [3],[4],[5].

Renal disease pathogenesis was initially thought to be immune mediated, rather than resulting from a structural or developmental defect [3],[6]. However, we have since shown that the same renal disease, including leukocytic infiltration of macrophages and natural killer cells, develops spontaneously in *kd/kd;Rag-1^−/−^* double homozygotes lacking functional T and B lymphocytes [7]. Furthermore, mutant *kd/kd* mice are now recognized to have features of collapsing glomerulopathy (CG), a unique glomerular morphology in which hyperplastic and hypertrophic podocytes overlie collapsed capillary loops. While interstitial nephritis is often present in CG, no single definable pathogenic trigger for this disease has emerged [8]. Dysregulation of podocyte terminal differentiation in *kd/kd* mice was demonstrated by *de novo* expression of cyclin D1 (marking cell-cycle engagement) and Ki-67 (indicating podoctye cell-cycle progression), with loss of expression of differentiation markers WT-1 and synaptopodin [9]. These results suggested that there may indeed be an intrinsic structural defect in the podocytes of *kd/kd* mice, with the inflammatory reaction playing only a secondary role.

A positional cloning approach demonstrated that the *kd* allele is a missense mutation in a prenyltransferase-like mitochondrial protein [10], now designated *Pdss2.* This enzyme forms a heterotetramer with another enzyme encoded by *Pdss1* to generate nonaprenyl diphosphate in mice or decaprenyl diphosphate in humans. The polyisoprenoid diphosphate precursor is added to 4-hydroxybenzoic acid, forming polyisoprenyl-hydroxybenzoic acid, an early intermediate in CoQ biosynthesis [1]. Compound heterozygous *PDSS2* mutations were recently identified in a child with severe Leigh syndrome and nephrotic syndrome [11]. Primary CoQ deficiency in humans is a rare condition that typically presents with neurologic or myopathic disease that is often ameliorated with CoQ supplementation [12]. It has now been associated with mutations in three of the nine nuclear genes encoding component enzymes of the CoQ biosynthesis pathway including *COQ2*, *PDSS1*, and *PDSS2* [11],[13],[14],[15] as well as with electron-transferring-flavoprotein dehydrogenase (*ETFDH*) mutations affecting the transfer of electrons to CoQ [16]. Nephrotic syndrome has been seen in individuals with mutations in *PDSS2* [11], as well as *COQ2* [13],[14],[17]. Mechanisms underlying tissue-specific disease manifestations remain unclear.

We report here results of extensive phenotypic characterizations of both *kd/kd* (B6.*Pdss2^kd/kd^*) missense and tissue-specific conditional *Pdss2* knockout mice, including those affecting renal glomerular podocytes (B6.*Podocin/cre,Pdss2^loxP/loxP^*), renal tubular epithelium and hepatocytes (B6.*PEPCK/cre,Pdss2^loxP/loxP^*), monocytes (B6.*LysM/cre,Pdss2^loxP/loxP^*), and hepatocytes (B6.*Alb/cre,Pdss2^loxP/loxP^*). This work demonstrates that renal disease in *Pdss2^kd/kd^* mice results from podocyte-specific *Pdss2* dysfunction. In addition, while biochemical evidence of significant CoQ deficiency, respiratory chain dysfunction in isolated mitochondria, and altered amino acid profiles is present in livers of both B6.*Pdss2^kd/kd^* missense and B6.*Alb/cre,Pdss2^loxP/loxP^* mutant mice, no overt manifestations of liver or other extra-renal disease were observed in any of the mutants through eight months of life.

## Results

### *Pdss2^kd/kd^* Phenotype Is Recapitulated in B6.*Podocin/cre,Pdss2^loxP/loxP^* Mice

The *Pdss2^loxP^* construct was prepared as shown in Figure 1. The total knockout (B6.*Zp3/Cre*,*Pdss2^loxP/loxP^*) was embryonically lethal , with no homozygous embryos surviving beyond 10.5 days of gestation (data not shown). This is in agreement with the findings of Levavasseur *et al*. [18] and Nakai *et al*. [19], who reported that mouse embryos deficient in CoQ synthesis as a result of *clk-1/coq7* (demethoxyubiquinone hydroxylase) mutations also arrest development at mid-gestation. Tissue-specific conditional knockouts were therefore generated by crossing B6.*Pdss2^loxP/loxP^* mice with several *Cre*-expressing strains. As shown in Figure 2, the *Pdss2* gene was successfully targeted in the glomeruli but not the collecting tubules of B6.*Podocin/cre*,*Pdss2^loxP/loxP^* mice, whereas the collecting tubules and hepatocytes but not the glomeruli were targeted in B6.*PEPCK/cre*,*Pdss2^loxP/loxP^* mice.

**Figure 1:**
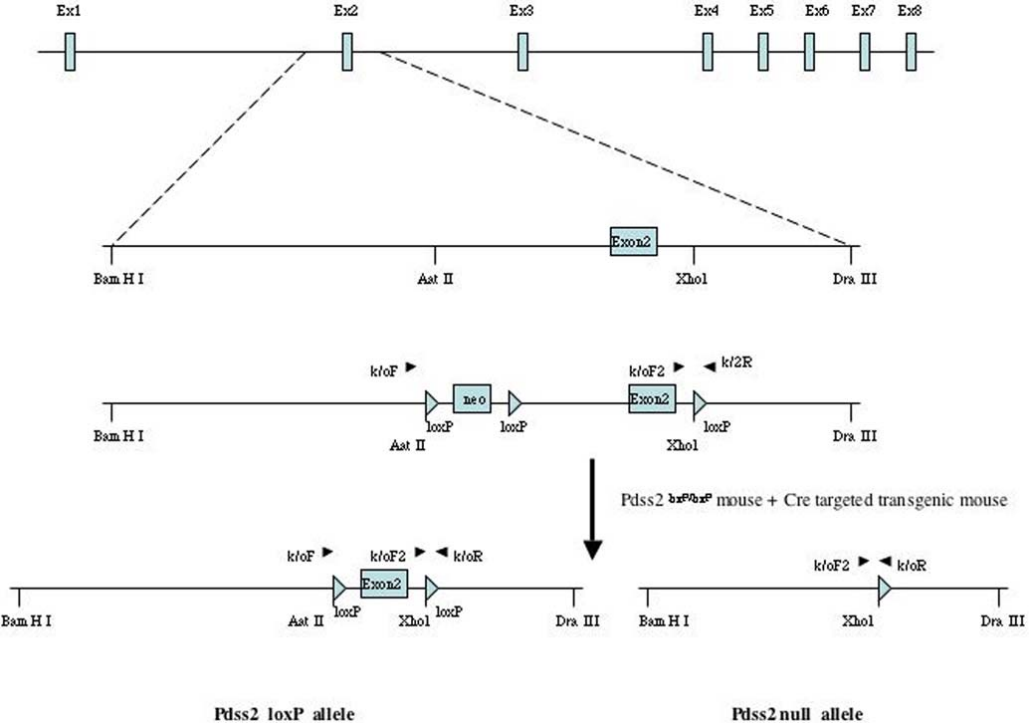
Generation of a *Pdss2* Conditional Null Allele. Generation of a *Pdss2* conditional null allele, showing a map of the *Pdss2* genomic locus and the targeting vector with exons represented by open boxes. The relative position of PCR primers (small arrowheads), loxP (large arrowheads), as well as cassettes encoding neomycin phosphotransferase (neo) are shown. Primers koF, koF2 and koR were used in PCR genotype analysis. Cre-mediated deletion results in either the *Pdss2* null allele (deletion of exon 3 ) or the *Pdss2 ^loxP/loxP^* allele (exon 2 flanked by loxP sites). Abbreviations: Ba, BamH I; Aa. Aat II; Xh, Xho I; Dr, Dra III.

**Figure 2:**
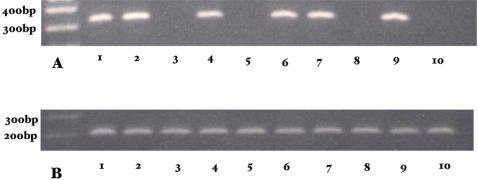
*Pdss2* Conditional Knockout Confirmation. PCR products after laser capture microdissection, using primers for exon 2 (A) or exon 4 (B). Lanes: 1, *Pdss2^loxP/loxP^* glomerulus; 2, *Pdss2^loxP/loxP^* tubules; 3, B6.*Podocin/cre,Pdss2^loxP/loxP^* mouse 1, glomerulus; 4, B6.*Podocin/cre,Pdss2^loxP/loxP^* mouse 1 tubules; 5, B6.*Podocin/cre,Pdss2^loxP/loxP^* mouse 2, glomerulus; 6, B6.*Podocin/cre,Pdss2^loxP/loxP^* mouse 2 tubules; 7, B6.*PEPCK/cre*,*Pdss2^loxP/loxP^* mouse 1 glomerulus; 8, B6.*PEPCK/cre,Pdss2^loxP/loxP^* mouse 1, tubules; 9, B6.*PEPCK/cre*,*Pdss2^loxP/loxP^* mouse 2 glomerulus; 10, B6.*PEPCK/cre,Pdss2^loxP/loxP^* mouse 2, tubules.

B6.*Podocin/cre,Pdss2^loxP/loxP^* but not B6.*PEPCK/cre*,*Pdss2^loxP/loxP^* mice had the same kidney disease phenotype as B6.*Pdss2^kd/kd^* missense mice, as judged by albuminuria and histological evidence of nephritis. Sections of kidneys from B6.*Podocin/cre*,*Pdss2^loxP/loxP^* mice, B6.*PEPCK/cre*,*Pdss2^loxP/loxP^* mice, and controls are shown in Figure 3. The phenotype of B6.*Podocin/cre*,*Pdss2^loxP/loxP^* is histologically indistinguishable from that of a B6.*Pdss2^kd/kd^* missense mutant, with both showing greatly dilated tubules and extensive interstitial infiltration. In contrast, neither feature is seen in the B6.*PEPCK/cre*,*Pdss2^loxP/loxP^* or the B6.*Pdss2^loxP/loxP^* control. Renal tissue from conditional knockouts was also examined by electron microscopy, with results shown in Figure 4. No significant ultrastructural differences were observed between B6 and B6.*Pdss2^loxP/loxP^* control kidneys (Figures 4A and 4C), but the abnormalities present in the B6.*Podocin/cre,Pdss2^loxP/loxP^* knockout (Figure 4D) were the most extensive of any *Pdss2* mutant studied [10]. Measurements of 24-hour urine albumin and semi-quantitative histological scores from *Pdss2* missense, all conditional knockout mutants, as well as controls, are shown in Table 1. Only the B6.*Podocin/cre,Pdss2^loxP/loxP^* knockouts had a phenotype that resembled that of the B6.*Pdss2^kd/kd^* mice, as measured by either albuminuria or histologically-scored nephritis.

**Figure 3:**
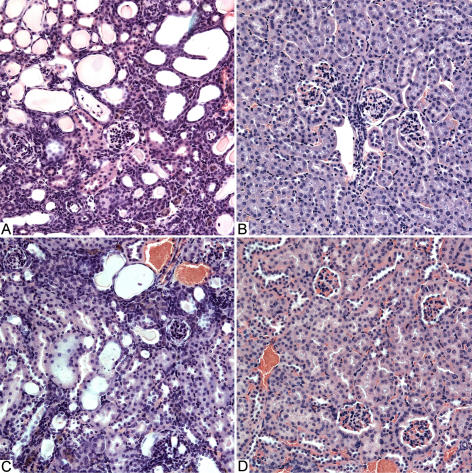
Histologic Features of Renal Disease in *Pdss2* Mutant and Control Mice. Histologic features of renal disease in mutant and control mice (H & E-stained sections, original magnifications all 200x). *A*, B6.*Podocin/cre,Pdss2^loxP/loxP^* mouse (290 days old; 64 mg albumin; histologic score, 4+). *B,* B6.*PEPCK/cre*, *Pdss2^loxP/loxP^* (191 days old; 0.04 mg albumin; histologic score 0). *C*, B6.*Pdss2^kd/kd^* (146 days old; 15 mg albumin; histologic score, 3+). *D*, B6. *Pdss2^loxP/loxP^* mouse, (191 days old; 0.12 mg albumin; histologic score, 0). Note the prominent tubular dilatation and interstitial infiltrates in panels A and C, but absent in panels B and D.

**Figure 4:**
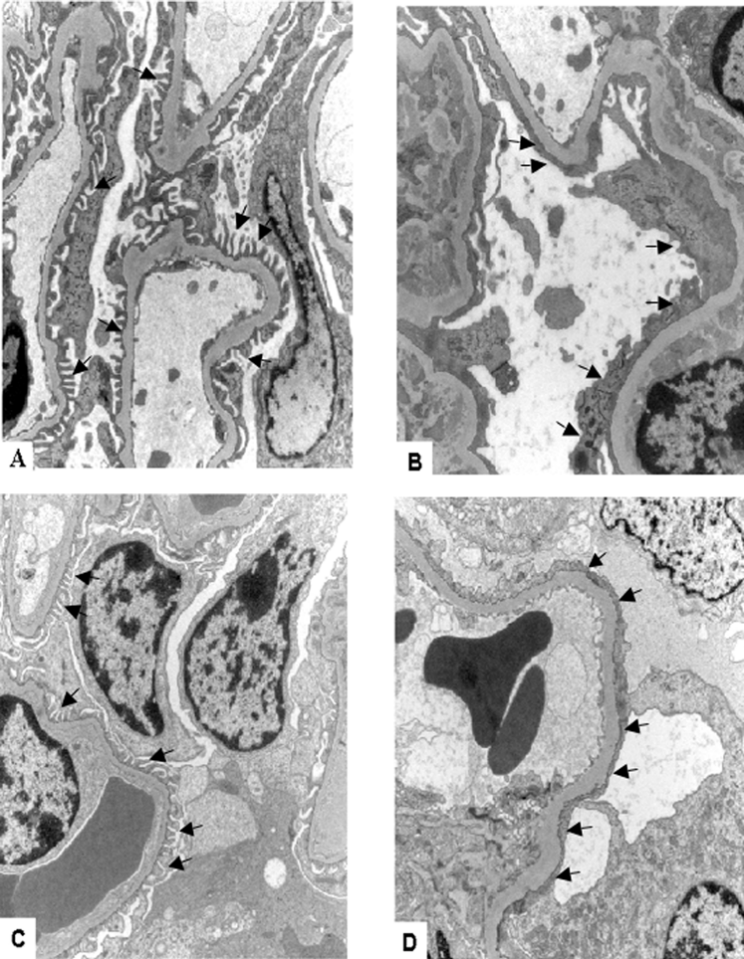
Glomerular Electron Micrographs From *Pdss2* Mutant and Control Mice. Electron micrographs from mutant and control mouse kidney glomeruli; original magnifications all 10,000x; scale bar = 2 microns. *A*, B6, 362 days old; arrows show podocyte foot processes. *B,* B6.*Pdss2^kd/kd^*, 267 days old; arrows show regions of foot process effacement. *C*, B6.*Pdss2^loxP/loxP^* mouse, 248 days old; arrows show foot processes. *D*, B6.*Podocin/cre,Pdss2^loxP/loxP^* 290 days old; arrows show regions of foot process effacement.

**Table 1:** Phenotypes of mice with conditional knockout and control genotypes*

Genotype	Urine albumin (mg/24 hrs)	Nephritis
B6.*Podocin/cre,Pdss2^loxP/loxP^*	32.89 +/− 7.64 (28)**	1.80 +/− 0.29 (26)
B6.*PEPCK/cre*, *Pdss2^loxP/loxP^*	0.18 +/− 0.05 (18)	0.05 +/− 0.05 (20)
B6.*LysM/cre*, *Pdss2^loxP/loxP^*	0.12 +/− 0.01 (6)	0.33 +/− 0.08 (6)
B6.*Alb/cre,Pdss2^loxP/loxP^*	0.13 +/− 0.03 (6)	0.17 +/− 0.15 (6)
B6.*Pdss2^kd/kd^*	21.17 +/− 5.41 (6)	2.11 +/− 0.40 (9)
B6. *Pdss2^loxP/loxP^*	0.24 +/− 0.07 (7)	0.73 +/− 0.22 (11)
B6	0.12 +/− 0.01 (8)	0.58 +/− 0.18 (12)

*: All mice at least 120 days old.

**: Mean +/− SEM; N is shown in parentheses.

Another phenotypic abnormality seen in B6.*Pdss2^kd/kd^* homozygotes is elevated serum cholesterol and triglycerides [20]. In an effort to determine whether this alteration may in part result from the underlying biochemical defect in CoQ biosynthesis rather than wholly as a consequence of nephrotic syndrome, we measured cholesterol and triglyceride levels in B6.*Podocin/cre*,*Pdss2^loxP/loxP^* and B6.*Alb/cre,Pdss2^loxP/loxP^* mice. B6.*Podocin/cre,Pdss2^loxP/loxP^* mice developed renal disease associated with significantly elevated plasma cholesterol levels (Table 2), suggesting hypercholesterolemia is largely a consequence of nephrotic syndrome. However, significantly elevated plasma cholesterol was also seen in B6.*Alb/cre,Pdss2^loxP/loxP^* (94 +/− 7.1 mg/dl) when compared with B6.*Pdss2^loxP/loxP^* controls (61 +/− 5.5 mg/dl), suggesting that a *Pdss2* defect in the hepatocytes does contribute to hypercholesterolemia.

**Table 2:** Plasma cholesterol levels in mice with conditional knockout and control genotypes

*Genotype*	Plasma cholesterol (mg/dl)
B6.*Podocin/cre,Pdss2^loxP/loxP^*	144 +/− 21.3 (7)
B6.*Alb/cre,Pdss2^loxP/loxP^*	94 +/− 7.1 (7)
B6. *Pdss2^loxP/loxP^*	61 +/− 5.5 (7)

All mice were at least 120 days old; data express mean +/− SEM; N is shownin parentheses. For B6.*Podocin/cre,Pdss2^loxP/loxP^ vs.* B6. *Pdss2^loxP/loxP^*, t = 3.50 and p = 0.004; for B6.*Podocin/cre,Pdss2^loxP/loxP^ vs.* B6.*Alb/crePdss2^loxP/loxP^*, t = 2.09 and p = 0.058; for B6.*Alb/cre,Pdss2^loxP/loxP^ vs.* B6. *Pdss2^loxP/loxP^*, t = 3.34 and p = 0.006.

### *Pdss2* Mutations Diminish CoQ Tissue Levels

CoQ content was determined in lipid extracts of tissue homogenates from livers and kidneys dissected from mutant and control mice. As shown in Figure 5 (Panel A), there was a significant reduction in CoQ_9_ and CoQ_10_ levels in the kidneys of B6.*Pdss2^kd/kd^* mice compared to age-matched B6 controls. There were no significant differences in kidney CoQ_9_ content between the B6, B6.*Pdss2^loxP/+^*, or B6.*Pdss2^loxP/loxP^* control mice (Panels A and B). Neither the B6.*Podocin/cre*,*Pdss2^loxP/loxP^* nor the B6.*PEPCK/cre*,*Pdss2^loxP/loxP^* mice had a significant reduction in the CoQ_9_ levels of total liver or kidney homogenates (Panels B and C), which is consistent with the fact that only a small subset of cells were affected by these targeted disruptions. However, the B6.*Alb/cre,Pdss2^loxP/loxP^* mice had less than 30 pmol CoQ_9_ per mg liver protein, which would be expected if most hepatic cells were affected by the albumin promoter-driven *Cre* expression.

**Figure 5:**
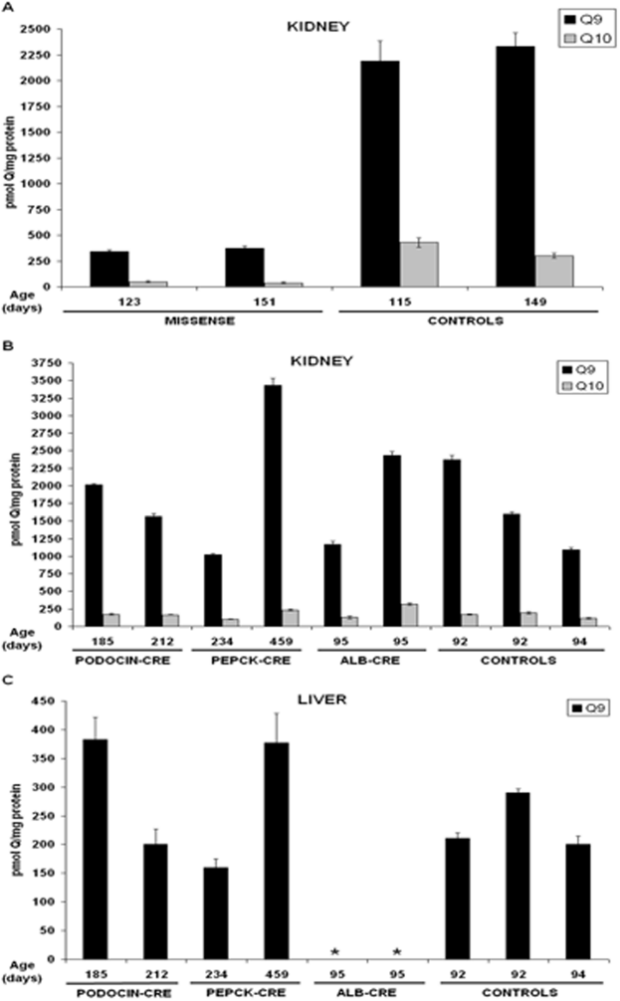
CoQ Measurements in *Pdss2* Missense, Conditional Knockout, and Strain-Matched Control Mice. CoQ measurements in *Pdss2^kd/kd^*; *Podocin/cre,Pdss2^loxPloxP^*; *PEPCK/cre,Pdss2^loxPloxP^*; *Alb/cre,Pdss2^loxP/loxP^*; and strain-matched control mice (B6 and B6.*Pdss2^loxPloxP^*). *A*, Kidney levels of CoQ_9_ and CoQ_10_ are significantly lower in B6.*Pdss2^kd/kd^* (missense) mice than in B6 control mice. *B*, Kidney levels of CoQ_9_ and CoQ_10_ are similar in B6.*Podocin/cre,Pdss2^loxPloxP^*; *B6.PEPCK/cre,Pdss2^loxPloxP^*; B6.*Alb/cre,Pdss2^loxP/loxP^*; and control mice. The 92-day-old controls are B6.*Pdss2^loxP/+^*, and the 94-day-old control is B6.*Pdss2^loxP/loxP^*. *C*, Liver levels of CoQ_9_ in B6.*Alb/cre,Pdss2^loxP/loxP^* mice were below 30 picomoles/mg protein (*) while these same levels in B6.*Podocin/cre,Pdss2^loxPloxP^* and B6.*PEPCK/cre,Pdss2^loxPloxP^* mice were similar to those in control mice. The strains of the control mice in are the same as those in panel *B*.

### *Pdss2* Mutations Do Not Consistently Alter *Pdss1* Expression in Liver or Whole Kidney

Relative quantitation expression studies in isolated liver tissue demonstrated significant *Pdss2* knock-down in each of three B6.*Alb/cre,Pdss2^loxP/loxP^* mutants (mean 97.2% decrease; range 97.0% to 97.3% decrease), but no consistent change in nine B6.*Pdss2^kd/kd^* missense mice (mean 6% increase; range 40% decrease to 250% increase) in comparison with appropriate strain- and age-matched pooled controls. *Pdss1* expression showed inconsistent alterations both among six B6.*Alb/cre,Pdss2^loxP/loxP^* mutants (mean 21% increase; range 50% decrease to 180% increase) as well as nine B6.*Pdss2^kd/kd^* missense mutants (mean 4% decrease; range 22% decrease to 57% increase) in comparison with pooled *Pdss2^loxP/^* ^loxP^ or B6 respective controls. Finally, relative quantitation demonstrated a decrease in expression of both *Pdss1* and *Pdss2* transcripts in RNA isolated from intact single kidneys of three B6.*Pdss2^kd/kd^* missense mutants with renal disease [(*Pdss1* mean 71% decrease; range 65% to 80% decrease) and (*Pdss2* mean 35% decrease; range 26% to 44% decrease)], but no consistent alteration of either transcript in RNA isolated from intact single kidneys of three B6.*Podocin/cre,Pdss2^loxP/loxP^* mutants with renal disease [(*Pdss1* mean 31% decrease; range 75% decrease to 55% increase) and (*Pdss2* mean 17% increase; range 4% decrease to 57% increase)].

### *Pdss2* Mutations Impair Mitochondrial Respiratory Chain Function

B6.*Alb/cre,Pdss2^loxP/loxP^* mice had no evidence of disease through 8 months of life, but isolated liver mitochondria respiratory chain capacity in 6 to 8 month old animals was impaired to a similar extent as seen in B6.*Pdss2^kd/kd^* missense mice. Specifically, polarography of freshly isolated liver mitochondria showed significantly decreased complex I- and complex II-dependent integrated respiratory chain capacity in both B6.*Pdss2^kd/kd^* and B6.*Alb/cre,Pdss2^loxP/loxP^* mutants compared with controls (Figure 6, panels A and B). Significantly *increased* complex IV-dependent respiratory capacity was also observed in both the B6.*Pdss2^kd/kd^* and B6.*Alb/cre,Pdss2^loxP/loxP^* mutants (Figure 6, panel C). This suggests that the degree of CoQ deficiency in liver is sufficient to cause secondary upregulation of respiratory chain components (complex IV) distal to the genetic deficiency (CoQ). These functional alterations are supported by spectrophotometric electron transport chain enzyme activity analyses performed on frozen liver mitochondria from these same animals (Figure 6, Panel D). Frozen mitochondria isolated from single whole kidney homogenates were also studied from five B6 and three B6.*Pdss2^loxP/loxP^* controls, as well as three animals each of genotypes B6.*Pdss2^kd/kd^*, B6.*Podocin/cre,Pdss2^loxP/loxP^*, B6.*PEPCK/cre*, *Pdss2^loxP/loxP^*, and B6.*Alb/cre,Pdss2^loxP/loxP^*. No significant differences were detected in activities of enzyme complex I-III, II-III, III, or IV normalized to citrate synthase activity for any of the mutants in comparison with controls, although a trend toward increase was observed for complex IV enzyme activity in B6.*Pdss2^kd/kd^* kidney mitochondria (data not shown).

**Figure 6:**
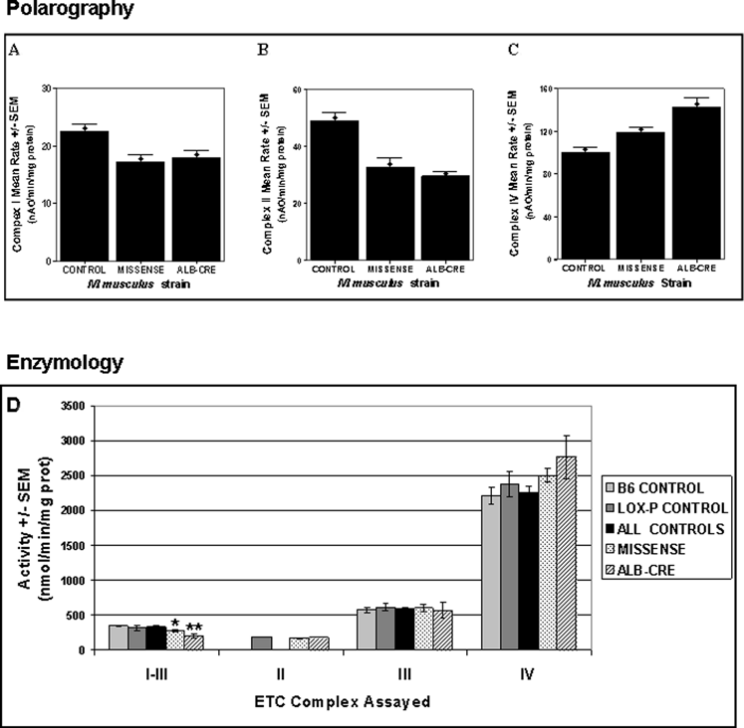
CoQ Deficiency Causes Mitochondrial Dysfunction in *Pdss2* Mutant Mice. Impact of coenzyme Q deficiency on mitochondrial function in B6.*Pdss2^kd/kd^* and B6.*Alb/cre,Pdss2^loxP/loxP^* mice compared to concurrent age- and strain-matched controls (B6 and B6.*Pdss2^loxP/loxP^*, respectively). Panels A, B, and C demonstrate polarographic results of freshly isolated liver mitochondria with substrates which specifically interrogate complex I-dependent (malate+glutamate), complex II-dependent (succinate), and complex IV-dependent (TMPD+ascorbate) OXPHOS capacity. B6.*Pdss2^kd/kd^* missense mutants have *impaired* complex I- and complex II-dependent OXPHOS capacity by 23% and 33%, respectively, with a 19% *increase* in complex IV-dependent OXPHOS capacity. B6.*Alb/cre,Pdss2^loxP/loxP^* mutants have *impaired* complex I- and complex II-dependent OXPHOS capacity by 20% and 40% respectively, with a 43% *increase* in complex IV-dependent OXPHOS capacity. Values represent state 3 (near maximal) oxygen consumption mean rate and standard error. Panel D summarizes electron transport chain activity assays for complexes I-III, II, III, and IV performed on remaining aliquots of liver mitochondria frozen following completion of polarography. Similar to polarographic results, I-III enzyme activity is significantly decreased by 19% in B6.*Pdss2^kd/kd^* missense mutants and by 41% in B6.*Alb/cre,Pdss2^loxP/loxP^* mutants when compared to pooled controls. Complex IV enzyme activity demonstrates a trend toward increase by 11% in B6.*Pdss2^kd/kd^* missense mutants and by 23% in B6.*Alb/cre,Pdss2^loxP/loxP^* mutants when compared to pooled controls, but does not reach the level of statistical significance, perhaps because of small sample size (n = 2 for remaining mitochondria from B6.*Alb/cre,Pdss2^loxP/loxP^* mutants). As expected, no change is seen in complex II or III activity for either mutant. Values represent mean enzyme activity and standard error. B6 and B6.*Pdss2^loxP/loxP^* ETC activity values were pooled to increase control sample size following demonstration of no significant differences between these strains. Statistical analyses comparing mutants and controls were performed by one-way ANOVA, where * indicates p<0.05 and ** indicates p<0.01.

### Metabolic Effects of *Pdss2* Liver Conditional Knockout

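Liver RNA from 3 B6.Alb/cre,Pdss2loxP/loxP mutants, in which cre recombinase made from the albumin promoter removes a loxP-flanked part of Pdss2 in hepatocytes, and from 3 B6.Pdss2loxP/loxP controls was hybridized to Affymetrix mouse arrays, with 1 array per mouse. The mutants were 176, 178 and 224 days old and the controls 209, 213 and 140 days old. The labels describe all of them as male, state that the genotypes were caged apart and give no date of hybridization. The authors normalized the probe intensities and summarized them per probe set in dChip with its perfect-match model, and the resulting log2 values were used without further scaling. The median log2 value was 6.12, 6.24 and 6.19 in mutants 1 to 3 and 5.92, 6.03 and 6.12 in controls 1 to 3. Of 45101 probe sets, 34958 carried 1 gene symbol, and the probe set with the highest mean over the 6 arrays stood for each of the resulting 18194 genes. Each gene was compared between mutants and controls with limma and its p adjusted by the Benjamini-Hochberg method. Lists of genes for each pathway, and of markers for the cell types of liver, were written by hand before the data were examined. As in the paper, genes were ranked by GSEA's signal-to-noise measure. The p of each list came from 10000 permutations of the genes, and the kind of permutation used in the paper is not given in the sources used here. All differences below are mutant minus control on the log2 scale. With 3 mice against 3, an exact permutation test of a single measurement cannot give a p below 0.1, and the number of arrays limits the precision of every value.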

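Pdss2, which encodes a subunit of the enzyme that builds the isoprenoid side chain of CoQ, is read by 3 probe sets on this array. On the brightest its log2 value was 6.95 ± 0.09 (SD, n = 3) in mutants and 7.50 ± 0.06 (SD, n = 3) in controls, so that mutants had 68.7% of the control level. The difference of -0.54 (standard error 0.17) had an adjusted p of 0.0792 from limma. Each mutant lay below each control on this probe set (exact two-sided permutation test, p = 0.1). The other probe sets of Pdss2 differed in the opposite direction, by 0.40 (exact two-sided permutation test, p = 0.4) and by 0.35 (p = 0.5 from the same exact test). Where the 3 probe sets lie relative to the deleted exon is not given in the sources used here, so none of them checks the deletion. The difference on the brightest probe set passed the test with each array centred on its median (-0.70, adjusted p = 0.048 from limma), and the mean of the 3 probe sets differed by 0.07. Pdss1, which encodes the partner subunit, was not analysed here because no probe set in the table carries its symbol. Actb, the cytoskeletal actin gene, differed by -0.02 (standard error 0.17, adjusted p = 0.95 from limma), and by 0.05 without control 1.

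**Figure D1:**
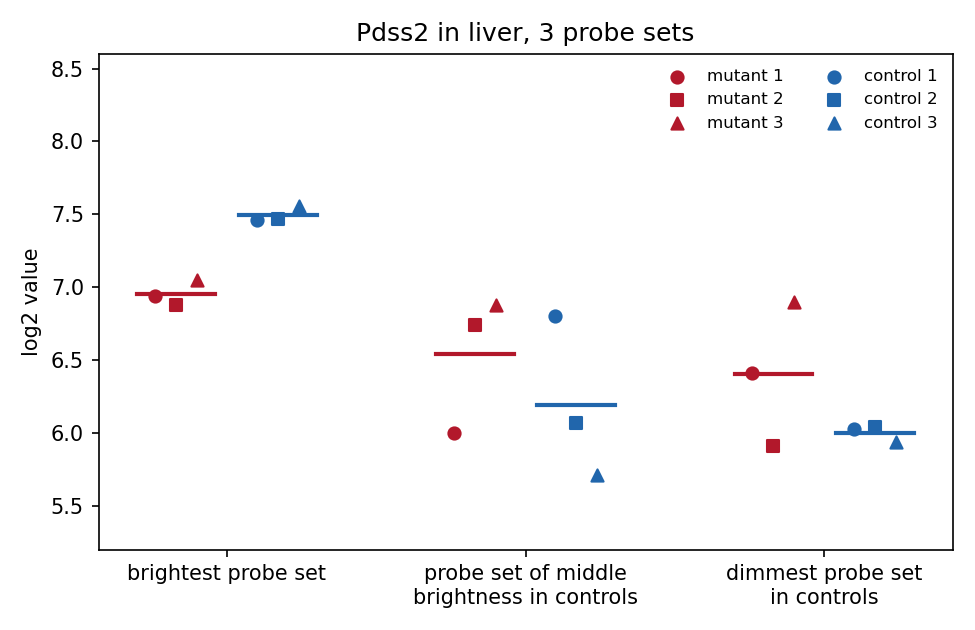
Log2 values (vertical axis) of the 3 probe sets of Pdss2 (horizontal axis) in each mutant (red) and control (blue), with a line at each group's mean. On the brightest probe set mutants sit at 6.88 to 7.05 and controls at 7.46 to 7.56, and on the other probe sets the groups overlap.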

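Of the 18194 genes, 895 were higher and 748 lower in mutants at an adjusted p under 0.05 from limma. The largest rises were those of Ankrd33b, an ankyrin repeat gene, at 5.11 (standard error 0.44, n = 3 per group), Ckap2, a gene of spindle microtubules, at 3.14, and 4933402D24Rik, a transcript of no known product, at 3.11. Saa1, which encodes an acute-phase protein secreted by liver, rose by 3.02 (0.26 on its other probe set). The interferon-inducible gene Mndal rose by 3.00 (0.24 on its other probe set). The other 5 were Arid4a, a chromatin regulator (2.81), Pnisr and Sf3b2, which encode proteins of RNA splicing (2.79 and 2.73), Fank1 (2.76) and the actin regulator Flii (2.71). Cyp2c39, a cytochrome P450 of fatty acid and drug oxidation, had the largest fall (-4.76, standard error 0.52, n = 3 per group). It was followed by the phosphoinositide 3-kinase adaptor Pik3ap1 (-3.32), the non-coding Hectd2os (-3.05), the pyrimidine-degrading enzyme Dpys (-2.89), the fatty acid binding protein Fabp2 (-2.88) and Lratd2 (-2.72). Abhd2, a lipase (-2.69), Slc25a16, a mitochondrial carrier (-2.50), Bet1, a protein of transport between endoplasmic reticulum and Golgi (-2.48), and Mob3b (-2.44) completed the falls. Probe sets of one gene often differed in direction: of 1011 changed genes with more than 1 probe set, 520 had another one of opposite sign, and for 144 of these that one had an unadjusted p under 0.05. The other probe sets of Ankrd33b read -0.88 and -0.09, those of Pnisr lay between -1.91 and 2.23, those of Sf3b2 between -0.73 and 0.89, and those of Dpys at 1.55 and -0.10. Values of opposite sign were also found for Arid4a (-0.92), Fank1 (-0.82), Flii (-0.20), Abhd2 (0.18) and Pik3ap1 (0.23), and with the mean of all probe sets 502 genes changed. In mutants 37.4% of all genes lay wholly above or wholly below the controls, against 10% by chance. The spiked-in bacterial transcripts BioB, BioC and BioD, which report on hybridization, were higher on the mutant arrays by 1.76, 1.71 and 1.29 (exact permutation test, p = 0.1 for each). The median difference of all genes was 0.17, and it was 0.06 after quantile normalization and 0.01 with each array centred on its median, which gave 455 genes higher and 911 lower. The count rose to 3023 without mutant 1 and was 106 without mutant 2, 157 without mutant 3, 255 without control 3 and 5 without control 1. It was 0 from limma without control 2, when 3861 genes had an unadjusted p under 0.05, against 5638 with all mice.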

A significantly altered metabolic phenotype at the level of concordant biochemical pathway expression changes was clearly present in B6.*Alb/cre,Pdss2^loxP/loxP^* mutants by 6 months of life, as summarized in Figure 7 (left column). 

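Genes of oxidative phosphorylation were lower in mutants as a list, with a median difference of -0.49 over 79 measured genes and a normalized enrichment score of -2.73 (p = 0.000301 from permutations of the genes). The p of this list was 0.239 with an estimated correlation between genes. This direction is opposite to the one the paper gives for this and most other pathways of Figure 7. Across 44 lists named after these pathways, the scores followed Figure 7 only with the sign turned (Spearman 0.77, read by eye, against -0.77 as computed). An exchange of group labels, or a ranking of control minus mutant, therefore stays open for every direction given below. At an adjusted p under 0.05 from limma 6 members of the oxidative phosphorylation list fell and 2 rose, as many as when adjusted over the list alone. Cox17, which brings copper to complex IV, fell (-2.16, standard error 0.31, n = 3 per group), and so did the complex IV subunit Cox7c (-1.14) and the complex I subunits Ndufs3 (-1.41), Ndufb8 (-1.42), Ndufa9 (-1.58) and Ndufb2 (-0.97). The Cox7c signal was dim, with a mean of 4.90 in mutants, below the lower quartiles of their arrays (5.28 to 5.40), and 6.04 in controls. Uqcrh of complex III (1.27) and Cox7a2l, a factor that joins complexes III and IV (1.51), rose, although another probe set of each read -0.91 and -0.49. Probe sets of opposite sign were also found for Cox17 (0.38), Cox7c (0.16), Ndufb8 (0.28) and Ndufb2 (0.53). In complex I, 4 of 33 genes fell and none rose (7 fell when adjusted over the list alone), with a score of -2.38 and p = 0.182 with an estimated correlation. ATP synthase had a score of -2.24 (p = 0.000253 from permutations, p = 0.27 with an estimated correlation), but limma called 0 of its 15 genes, also when adjusted over the list alone, and 4 were lower at an unadjusted p under 0.05. Complexes II and III (score -1.86) and complex IV (-1.78) had p = 0.411 and p = 0.266 with an estimated correlation, with 1 gene risen and none fallen and with 1 risen and 2 fallen (2 and 5, and 2 and 2, adjusted over the list alone), and without mutant 3 their permutation p was 0.081 and 0.0881. Complexes II and III passed in 11 of 16 alternatives, and not with the block, age or the moderated t either, and complex IV passed in 14, but not with bright probe sets (permutation p = 0.114). The score of complexes II and III was 0.76 when no minimum SD was set in the ranking. The TCA cycle list had a score of -2.31 over 27 genes (p = 0.000266 from permutations, p = 0.266 with an estimated correlation). Its 1 called gene, Pdha1 of the pyruvate dehydrogenase complex, fell (-1.74, with -0.06 on its other probe set). No gene passed limma's test adjusted over the list alone, and 9 were lower and 0 higher at an unadjusted p under 0.05. With genes that belong to 1 pathway alone, the permutation p of this list was 0.338. In fatty acid metabolism (score -2.52, p = 0.181 with an estimated correlation) 4 of 39 genes fell and none rose, or 10 fell and 1 rose adjusted over the list alone. They were Acat1 (-2.43), which cleaves acetoacetyl-CoA, the long-chain dehydrogenase Acadl (-1.83), the carnitine palmitoyltransferase Cpt2 (-1.41) and the fatty aldehyde dehydrogenase Aldh3a2 (-1.25). The other probe set of Acadl read -0.06, those of Acat1 -1.29 and -1.81 and that of Cpt2 -2.22.

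**Figure D2:**
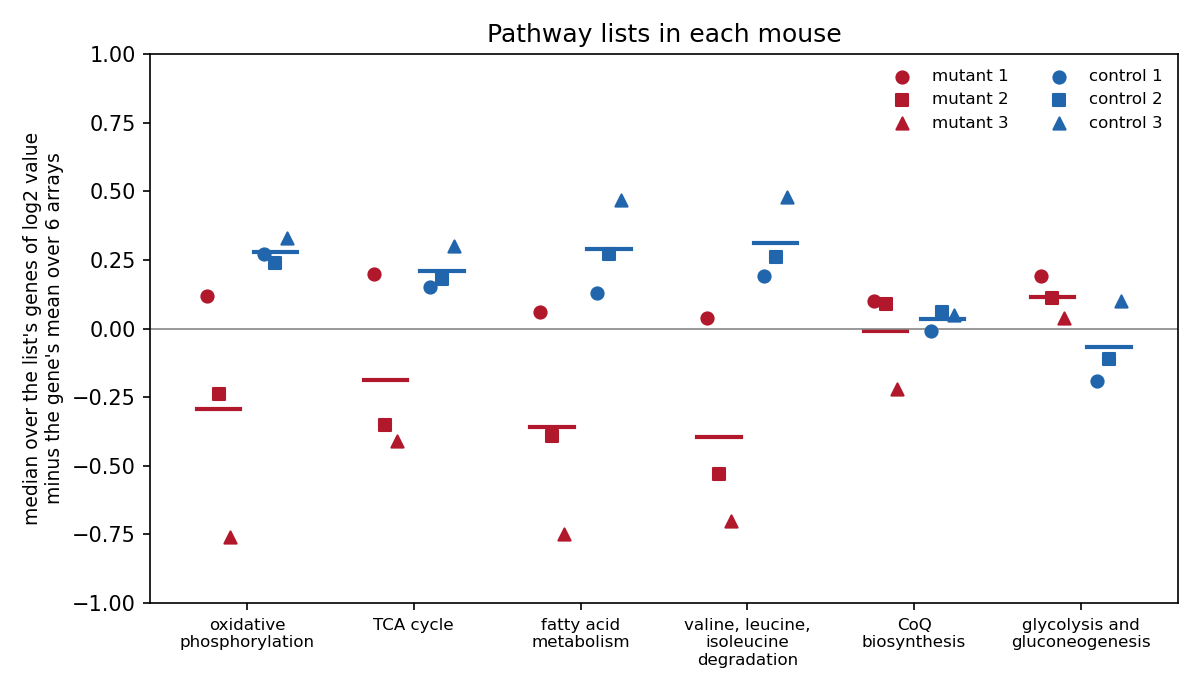
Median over the genes of each list (horizontal axis) of the log2 value minus the gene's mean over the 6 arrays (vertical axis) in each mutant (red) and control (blue), with a line at each group's mean. For oxidative phosphorylation mutants sit at 0.12, -0.24 and -0.76 and controls at 0.24 to 0.33.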

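Of 12 lists of amino acid metabolism, 8 were lower in mutants and none was higher at a nominal p under 0.05 from gene permutations, with p from 0.137 to 0.465 with an estimated correlation. Degradation of valine, leucine and isoleucine had the most called genes, of which 7 of 38 fell and 1 rose, Bckdhb (0.89, named after its value was seen), or 13 and 1 when adjusted over the list alone. Dbt, a subunit of the branched-chain ketoacid dehydrogenase, fell by 1.93 on the log2 scale and Hibadh, an enzyme of valine breakdown, by 1.74. In lysine degradation Pipox, a peroxisomal oxidase, fell (-1.25), as did Dhtkd1, a dehydrogenase of this pathway (-1.13), Acat1 and Aldh3a2, and Plod2, a lysyl hydroxylase of collagen, rose (1.26), out of 22 genes (7 and 1 adjusted over the list alone). The lists of beta-alanine, methionine, histidine, tryptophan and of glycine, serine and threonine were lower too, with 2 or 3 genes fallen and 0 or 1 risen in each (2 to 6 and 0 to 3 adjusted over the list alone). Among random lists matched on mean expression, the histidine and tryptophan medians were not below the 5th percentile (9.06 and 12.6). Those of beta-alanine, methionine and of glycine, serine and threonine were (0.2, 4.75 and 2.03). In the alanine and aspartate list Aspa, which cleaves N-acetylaspartate (1.32), the aminotransferase Agxt2 (1.23) and the asparaginase Aspg (1.26) rose while Pdha1 fell, or 3 and 3 adjusted over the list alone. The score of this list was -1.53 and its median 0.01, of opposite sign and at percentile 50.9 of the matched random lists. Its permutation p was 0.223 without mutant 2 and 0.0604 without control 1, that of methionine was 0.0659 and that of tryptophan 0.11 without mutant 2, and that of histidine was 0.132, 0.188 and 0.105 without mutant 2, mutant 3 and control 3. Under 16 alternatives of scaling, ranking, gene choice and mice left out, histidine passed in 4, alanine and aspartate in 5, tryptophan in 12, methionine in 13, glycine, serine and threonine in 14 and lysine in 15, and histidine and alanine and aspartate did not pass with quantile normalization, bright probe sets, the block, age or the moderated t. With genes of 1 pathway alone the tryptophan score turned to 1.10 (permutation p = 0.345), and the permutation p was 0.57 for lysine and 0.535 for glycine, serine and threonine. With no minimum SD methionine, tryptophan and the glycine, serine and threonine list did not pass, nor did methionine with bright probe sets. The urea cycle, tyrosine, arginine and proline, and cysteine lists did not pass (permutation p from 0.117 to 0.71), but cysteine did with the mean of probe sets and with genes of 1 pathway alone, where it was lower, and the first 3 scores turned positive in 2, 9 and 5 of the alternatives. In all, 33 of 44 lists named after pathways of Figure 7 were lower in mutants and none was higher at a nominal p under 0.05. Figure 7 shows results of the same arrays, so the count is not independent evidence of a direction. With camera's preset correlation 30 were lower, of which 2 had an unadjusted p under 0.05 with an estimated correlation, pentose and glucuronate interconversions (p = 0.0193) and pantothenate and CoA biosynthesis (p = 0.0237). Neither passed after Benjamini-Hochberg adjustment over the 44 lists, where the smallest p of camera with an estimated correlation was 0.393. With each gene counted in 1 list alone, 36 of the 44 lists still had 5 genes and 14 were lower, 13 of them among the 33, of which 7 were not tested. A ranking with no minimum SD gave 20 lower lists, 19 of them among the 33. Mutant 1 stood near the controls in these lists, with medians of 0.20 for the TCA cycle and 0.06 for fatty acid metabolism, where mutants 2 and 3 read -0.35 and -0.41, and -0.39 and -0.75. Without mutant 1 limma called 35 genes of oxidative phosphorylation, and without mutant 2, control 1 or control 2 it called 0, without mutant 3 it called 1 and without control 3 it called 2. The 3' minus 5' signal of Gapdh, a measure of RNA integrity, ran the same way, at 0.45, -1.06 and -1.78 in mutants 1 to 3 and 2.02 to 2.31 in the controls (exact permutation test, p = 0.1), while that of Actb ran the other way among mutants, at 2.60, 3.95 and 4.50, and was 3.82, 3.90 and 3.11 in controls. A loss of 5' ends would raise this signal, so the low Gapdh values do not show poorer RNA in mutants. The Gapdh 3' probe set differed by -1.30 and the 5' one by 1.71. Endothelial markers were higher in mutants, with 4 of 22 genes risen and none fallen (10 and 0 adjusted over the list alone), Stab2 (1.82), Stab1 (1.39), Ehd3 (1.19) and Ptprb (1.64), a score of 1.88 and p = 0.376 with an estimated correlation, and without both mutant 2 and control 3, left out after the values were seen, their permutation p was 0.159. Of these markers limma called 2 without mutant 1, 1 without mutant 3 or control 3 and 0 without mutant 2, control 1 or control 2. From enrichment scores of this kind in Figure 7, the paper describes upregulation of pathways of energy metabolism as a consequence of CoQ deficiency, and its legend reads the changes with a hedge as altered intermediary metabolism.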

Specific metabolic consequences of *Pdss2*-based CoQ deficiency include significant upregulation at a nominal p-value<0.05 in 43 of 95 essential KEGG biochemical pathways analyzed by Gene Set Enrichment Analysis including oxidative phosphorylation itself, the tricarboxylic acid (TCA) cycle, and multiple metabolic pathways that provide substrates necessary for energy production including fatty acid metabolism and 8 different amino acid metabolic pathways. Many of these same pathways were similarly upregulated upon expression profiling of *C. elegans* mitochondrial mutants in nuclear-encoded respiratory chain subunits of complexes I, II, and III (Figure 7, middle and right columns) [21].

**Figure 7:**
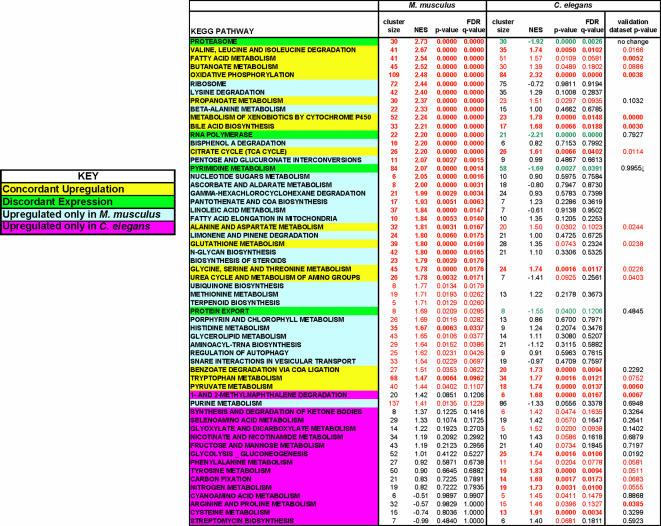
Metabolic Pathway Alterations Are Seen by Expression Profiling in B6.*Alb/cre,Pdss2^loxP/loxP^* Mouse Liver. Global genome expression profiling in B6.*Alb/cre,Pdss2^loxP/loxP^* mouse liver identifies concordant transcriptional alterations interpretable at the level of multiple metabolic pathways, which suggest significantly altered intermediary metabolism occurs despite an apparent absence of symptomatic disease. Extensive evolutionary concordance in upregulation of key biochemical pathways is seen in primary mitochondrial dysfunction, both in this mammalian *Pdss2* liver-conditional knockout model of coenzyme Q deficiency and in a previously reported *C. elegans gas-1(fc21)* missense mutant model of primary complex I dysfunction [21]. Biochemical pathways as curated from the KEGG online database (http://genome.jp.kegg) are indicated with the # of genes in each pathway (cluster size), normalized enrichment score (NES), statistical significance of altered pathway expression between mutant and wildtype controls (*p*-value), and false positive percentage in the form of a false discovery rate (FDR *q*-value) according to GSEA. Pathways are ranked by descending NES in the *Pdss2* mutant (left data column). Comparison to previously reported complex I *gas-1*(*fc21*) missense *C. elegans* mutant dataset (middle data column) and a “validation” *C. elegans* dataset of 8 different complex I, II, and III missense and RNAi-interference generated mutants (right data column) is indicated by differential highlights [21]. Font color denotes a pathway as relatively upregulated (red), downregulated (green), or unchanged (black).

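Of 11 measured genes of CoQ biosynthesis, none rose and none fell in mutants at an adjusted p under 0.05 from limma, over all genes or adjusted over the list alone, and 1 was higher and 0 were lower at an unadjusted p under 0.05. The list leaves out Pdss2, the deleted gene, and its 1 unmeasured member is Pdss1. The higher gene, Coq10a, encodes a protein that binds CoQ in the inner mitochondrial membrane and differed by 0.87 (standard error 0.24, n = 3 per group, adjusted p = 0.0601 from limma), with 0.85, 0.77 and 0.41 on its other probe sets. Its paralog Coq10b differed by -0.60 (adjusted p = 0.296 from limma). Coq6, a monooxygenase of the CoQ ring, differed by -0.39 (adjusted p = 0.17 from limma), with each mutant below each control. Coq7, which hydroxylates demethoxyubiquinone, differed by -0.60 (adjusted p = 0.326 from limma). The list's median difference was -0.11 and its normalized enrichment score -1.02 (p = 0.426 from permutations of the genes). No p under 0.05 came from camera (p = 0.239 with the preset and p = 0.484 with an estimated correlation) or the directional test of fry (p = 0.545), while the mixed test of fry, a rotation test in limma in which genes may move either way, had p = 0.0163 and was under 0.05 for 41 of 44 lists. Per mouse, the list's median was 0.10, 0.09 and -0.22 in mutants 1 to 3 and -0.01, 0.06 and 0.05 in controls 1 to 3. Limma called 1 of these genes without mutant 1 and 0 without each other mouse.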

Unique to the CoQ biosynthetic defect, B6.*Alb/cre,Pdss2^loxP/loxP^* mutants have upregulation of CoQ biosynthesis, likely in compensation for their underlying CoQ deficiency. Similarly, the substrates immediately prior to the *Pdss2*-encoded prenyldiphosphate synthase enzymatic block (such as farnesyl pyrophosphate) appear to get funneled toward alternative biochemical pathways, as above. 

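The enzymes that make farnesyl pyrophosphate from mevalonate, and those that attach it to proteins, moved both ways in the mutants. Of 16 measured genes, Mvk, which phosphorylates mevalonate, rose (0.92, standard error 0.20, n = 3 per group) and Fnta, the shared subunit of farnesyltransferase and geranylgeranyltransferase, fell (-0.89, standard error 0.21) at an adjusted p under 0.05 from limma. Adjusted over the list alone, 1 was higher and 2 were lower. Zmpste24, a protease that trims farnesylated proteins, differed by -1.50 (adjusted p = 0.0558 over all genes). The list had a score of -0.87 (p = 0.634 from permutations), and its medians overlapped between groups, at 0.16, -0.29 and 0.09 in mutants 1 to 3 and 0.08, 0.01 and -0.03 in controls 1 to 3. Limma called 3 of its genes without mutant 1 and 0 without each of the other mice in turn.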

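Genes that regulate autophagy were lower in the mutants as a list, with a median difference of -0.21 over 35 genes and a normalized enrichment score of -2.12 (p = 0.000273 from permutations of the genes, p = 0.157 with an estimated correlation). At an adjusted p under 0.05 from limma 3 fell and none rose, or 4 and 1 adjusted over the list alone. Atg3 and Atg12, which belong to the machinery that attaches lipid to LC3, fell by 1.48 and 0.96 on the log2 scale, and Prkaa2, a catalytic subunit of AMP-activated kinase, by 1.44. Another probe set of each Atg gene read 0.22 and 0.24. Of 12 measured genes in the list of mitophagy receptors and regulators 5 fell and none rose (5 and 1 adjusted over the list alone). They were the cargo receptors Tax1bp1 (-2.14, standard error 0.20, n = 3 per group) and Nbr1 (-1.34), the mitochondrial receptor Fkbp8 (-0.95), the kinase Pink1 (-0.98), which marks damaged mitochondria, and Tomm7 (-1.54), which holds Pink1 at the outer membrane. One probe set of Tax1bp1 read 0.19 and others of Tomm7 0.71 and 0.47. The mitophagy list had a score of -1.66 (p = 0.026 from permutations, p = 0.121 with an estimated correlation). Its permutation p was 0.0583 without mutant 1, 0.0805 without control 3 and 0.0641 after quantile normalization. The autophagy list's median was 0.07, -0.14 and -0.26 in mutants 1 to 3 and 0.17, 0.18 and 0.07 in controls 1 to 3. Limma called 8 of its genes without mutant 1 and 0 without each of the other mice in turn, and of the mitophagy genes it called 1 without mutant 2, mutant 3 or control 3 and 0 without control 1 or control 2.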

Interestingly, regulation of autophagy is uniquely upregulated in the B6.*Alb/cre,Pdss2^loxP/loxP^* mutants, supporting previously reported findings of mitophagy occurring in these animals as characterized by endoplasmic reticulum engulfing liver mitochondria [10]. 

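Cytochrome P450 and conjugating enzymes of drug metabolism were lower in the mutants, with 4 of 64 genes fallen and none risen at an adjusted p under 0.05 from limma (the same when adjusted over the list alone). Besides Cyp2c39, these were Cyp2c38, another P450 of the 2C family (-1.87, standard error 0.41, n = 3 per group), the glutathione transferase Gstm4 (-1.36) and the dihydrodiol dehydrogenase Dhdh (-1.06). The list's score was -2.10 (p = 0.000296 from permutations, p = 0.105 with an estimated correlation). Of 44 glutathione genes 4 fell and none rose (8 and 2 adjusted over the list alone), with a score of -1.87 (p = 0.243 with an estimated correlation). Gclm, a subunit of the enzyme that limits glutathione synthesis, fell (-1.18), as did Chac2, which degrades glutathione (-1.97), the peptidase Anpep (-1.48) and Gstm4. In ascorbate metabolism 3 of 11 genes fell and none rose (4 and 0 adjusted over the list alone), and the score was -2.02 (p = 0.149 with an estimated correlation). Ugdh, which makes UDP-glucuronate (-1.79), and the aldehyde dehydrogenases Aldh1b1 (-1.45) and Aldh3a2 were the genes that fell. Among 34 antioxidant genes and targets of the transcription factor NRF2, 6 fell and 1 rose, the organic anion exporter Abcc2 (1.49, named after its value was seen), or 13 and 4 adjusted over the list alone, with a score of -2.33 (p = 0.169 with an estimated correlation). The mitochondrial superoxide dismutase Sod2 (-1.73), the transaldolase Taldo1 (-1.76) and the thioredoxin reductase Txnrd1 (-1.26) were among the falls, with other probe sets of opposite sign for Sod2 (0.36) and Txnrd1 (0.72 and 0.20). The P450 and glutathione lists, whose genes often belong to several pathways, had a permutation p of 0.435 and 0.187 with genes of 1 pathway alone. Hepatocyte markers moved with these lists, with a score of -1.68 (p = 0.0136 from permutations, p = 0.266 with an estimated correlation), but limma called 0 of 20, none at an unadjusted p under 0.05, and the permutation p was 0.118 without mutant 2 and 0.24 without control 1, and they did not pass with bright probe sets either. The median of the NRF2 list was 0.02, -0.35 and -0.75 in mutants 1 to 3 and 0.01, 0.42 and 0.63 in controls 1 to 3. Limma called 15 of its genes without mutant 1, 1 without control 1 and 0 without each of the other mice. The P450 count was 19 without mutant 1, 2 without control 1, 0 without control 2 and 1 without mutant 2, mutant 3 or control 3, while the glutathione and ascorbate counts were 15 and 6 without mutant 1 and 0 without each other mouse. The sets for degradation of bisphenol A, limonene, pinene and gamma-hexachlorocyclohexane were not analysed here.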

Consistent with CoQ function in both prooxidant and antioxidant roles, global expression analysis demonstrates the upregulation of multiple cellular defense pathways including the metabolism of P450 and glutathione, ascorbate metabolism, as well as the degradation of bisphenol A, limonene, pinene, and gamma-hexachlorocyclohexane. These mutants also appear to have alterations in basic DNA metabolism, as evidenced by upregulation of the metabolism of purines, pyrimidines, nucleotide sugars, ribosomes, aminoacyl-tRNAs, and RNA polymerase. 

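Genes of nucleotide metabolism moved in both directions in the mutants. Of 116 purine genes 5 rose and 6 fell at an adjusted p under 0.05 from limma (11 and 12 adjusted over the list alone), and of 87 pyrimidine genes 2 rose and 6 fell (7 and 10 adjusted over the list alone). Prim2, a subunit of DNA primase (1.50, standard error 0.27, n = 3 per group), and the nucleotidase Nt5c2 (1.36) rose in both lists, and the phosphodiesterase Pde4a (1.27) and, named after their values were seen, Ampd2 (1.14) and Npr1 (1.29) in the purine list, while the mitochondrial adenylate kinase Ak4 (-2.11) and the nucleoside diphosphatase Entpd5 (-1.11) fell. Other probe sets of Ak4 read up to 0.73, of Prim2 -0.16 and of Entpd5 up to 0.19. The purine list had a score of -1.53 against a median of 0.01, of opposite sign (p = 0.00393 from permutations, p = 0.204 with an estimated correlation), and its permutation p was 0.0905 without mutant 2, 0.323 with no minimum SD, and above 0.05 with genes of 1 pathway alone. The pyrimidine list had a score of -1.78 (p = 0.183 with an estimated correlation, permutation p = 0.181 with genes of 1 pathway alone). Of 9 genes of nucleotide sugars 2 fell and none rose (the same adjusted over the list alone). Among them Uxs1, which makes UDP-xylose, fell (-1.09), with 0.16 and -0.05 on its other probe sets. The score of the list was -1.74 (p = 0.127 with an estimated correlation, permutation p = 0.052 without mutant 2). Its median lay at percentile 13.3 of random lists matched on mean expression. This list passed in 8 of 16 alternatives, and not with the mean of probe sets, the block, age, the moderated t, no minimum SD or genes of 1 list alone. Among 44 measured genes of the cytosolic ribosome Rps9 fell (-1.03) and none rose, none passed limma's test adjusted over the list alone and 4 were lower and 3 higher at an unadjusted p under 0.05. This list had a score of -1.83 (p = 0.00141 from permutations, p = 0.546 with an estimated correlation, permutation p = 0.379 without mutant 3 and 0.709 with no minimum SD). Its median lay at percentile 6.16 of random lists matched on mean expression. Of 36 aminoacyl-tRNA synthetase genes 2 rose and 3 fell (2 and 4 adjusted over the list alone), and the score of -1.22 did not pass (p = 0.162 from permutations), but with the mean of all probe sets it was -1.65 (p = 0.0104). The glutamine and glutamate-proline synthetases Qars (2.31) and Eprs (1.52) rose and the leucine, methionine and glycine synthetases Lars (-0.96), Mars1 (-1.08) and Gars (-1.17) fell, with other probe sets of Qars down to -0.69 and of Eprs down to -1.19. In RNA polymerase 2 of 28 genes fell and none rose (2 and 2 adjusted over the list alone), the subunits Polr2b (-1.69) and Polr2j (-0.92), with a score of -1.83 (p = 0.224 with an estimated correlation, permutation p = 0.0856 without mutant 2), and it passed in 11 of 15 alternatives, but not with the block, the moderated t or no minimum SD (permutation p up to 0.209). Mutant 1 lay nearest to controls in the pyrimidine list, at a median of 0.04 against -0.11 and -0.13 in mutants 2 and 3 and -0.01, 0.01 and 0.12 in controls 1 to 3. Without mutant 1 limma called 25 purine and 19 pyrimidine genes, 1 and 0 without mutant 2, 2 and 1 without mutant 3, and 0 of either without each control. Of the aminoacyl-tRNA synthetases it called 9 without mutant 1, 1 without mutant 3 or control 3 and 0 without each other mouse, and of ribosome, RNA polymerase and nucleotide sugar genes 7, 6 and 2 without mutant 1 and 0 without each other mouse.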

Finally, four KEGG pathways appear on initial inspection to be discordantly expressed between mouse *Pdss2* mutants and *C. elegans* complex I subunit mutants (Figure 7, left and middle columns, green highlight); however, none of these pathways upregulated in B6.*Alb/cre,Pdss2^loxP/loxP^* were validated as having altered expression in the independent *C. elegans* dataset comprised of eight different complex I, II, and III respiratory chain subunit mutants (Figure 7, right column).

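Among the pathways of protein turnover, genes of the proteasome were lower in the mutants, with 8 of 34 fallen and none risen at an adjusted p under 0.05 from limma, or 19 and 1 adjusted over the list alone. The median difference of this list was -0.73 and its score -2.66 (p = 0.000272 from permutations, p = 0.127 with an estimated correlation). Psmb3 (-1.43, standard error 0.20, n = 3 per group), Psma5 (-1.72) and Psmb6 (-1.49), subunits of the core particle, and the base ATPase Psmc6 (-1.15) fell, and the other probe sets of Psmb3, Psma5 and Psmc6 were negative as well. Of 20 genes of protein export 2 rose and 2 fell (3 and 5 adjusted over the list alone). Hspa5, the chaperone BiP (1.55), and Srp72 of the signal recognition particle (1.35) rose, while Spcs3 of the signal peptidase (-1.84) and Sec61a1 of the translocation channel (-1.40) fell. Other probe sets of opposite sign were found for Hspa5 (-0.49 and -0.39), Srp72 (-0.03) and Sec61a1 (0.58). The protein export list had a score of -1.75 (p = 0.00734 from permutations, p = 0.354 with an estimated correlation), and it passed in 10 of 16 alternatives, but not with quantile normalization, bright probe sets, the block, age, the moderated t or no minimum SD (permutation p from 0.0625 to 0.221 in the protein export list). The proteasome medians were 0.03, -0.40 and -0.68 in mutants 1 to 3 and 0.36, 0.26 and 0.45 in controls 1 to 3. Limma called 18 proteasome genes without mutant 1, 1 without control 3 and 0 without each other mouse, and 11 protein export genes without mutant 1, 1 without mutant 3 or control 3 and 0 without each other mouse.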

Altered amino acid metabolism is further supported by significant concentration differences among multiple amino acids quantified in livers of B6.*Alb/cre,Pdss2^loxP/loxP^* mutants (Figure 8, Panels C and D). Hepatic glutamate was lowered to less than half the control value (p<0.01; Figure 8, Panel D). Glutamate depletion could account for decreased levels of glutamine and alanine (Figure 8, Panel D) that derive from glutamate via glutamine synthetase and alanine aminotransferase, respectively. Similarly, a loss of glutamate could lower hepatic concentrations of phenyalanine, methionine, leucine, isoleucine and valine (Figure 8, Panel C), each of which forms from glutamate by a specific transaminase. The total absence of citrulline (Figure 8, Panel C) suggests ureagenesis is compromised in *Pdss2* mutant mice. Similarly, the sole amino acid to be significantly increased was the urea cycle precursor, aspartate (Figure 8, Panel C), with a sharp reduction in the glutamate∶aspartate ratio (1∶4 vs 4∶1) of mutant vs control liver.

**Figure 8:**
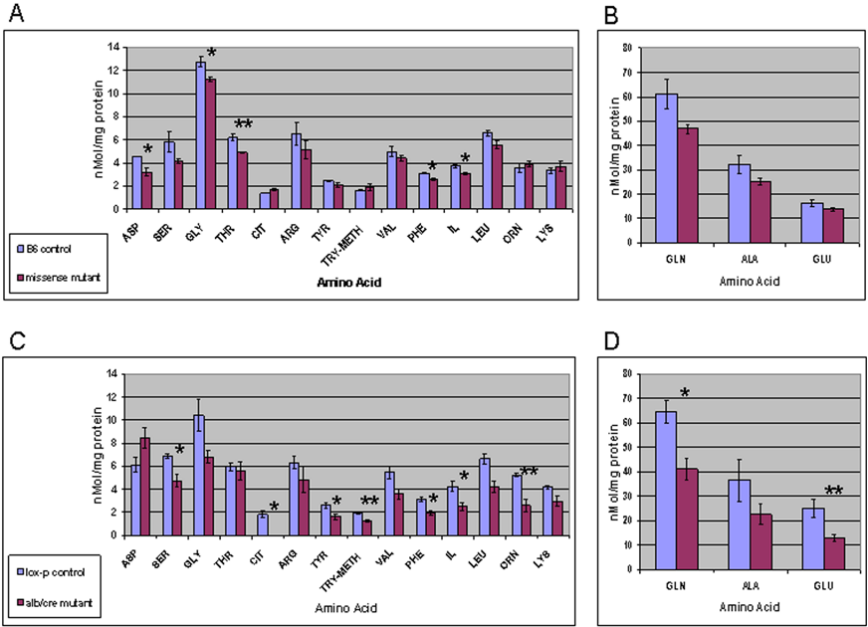
*Pdss2* Mutants Have Altered Amino Acid Profiles in Liver. *Pdss2* mutants have altered amino acid profiles in liver. Quantitative liver amino acid analysis detects significant differences in B6.*Pdss2^kd/kd^* missense mutants compared with B6 controls (Panels A and B), as well as in B6.*Alb/cre,Pdss2^loxP/loxP^* mutants compared with B6.*Pdss2^loxP/loxP^* controls (Panels C and D). To better demonstrate differences in all amino acids, results for three amino acids in highest abundance are shown separately (Panels B and D) with a greater scale compared to that used for the remainder of the amino acids present in relatively lower abundance (Panels A and C). Values represent mean +/− SEM. Statistical analyses comparing mutants and controls were performed by Student's t-test, where * indicates p<0.05 and ** indicates p<0.01.

### *Pdss2* Missense Mutants Have No Clinical Manifestations of Extra-Renal Disease

Histological sections of the brain, retina, liver, and skeletal muscle of B6.*Pdss2^kd/k^* ^d^ mutants demonstrated no obvious structural abnormalities. Skeletal muscle sections stained with Gomori/trichrome and antibodies to muscle enzymes (ATPase, NADH, SDH) showed no evidence of subsarcolemmal mitochondrial aggregates or other abnormalities. In addition, no differences were observed in bone mineral density or concentration, lean body mass, complete blood count, or liver transaminase (ALT) (data not shown). Several significant differences were noted in the liver amino acid levels of these animals (Figure 8, Panels A and B), but these changes were not as intense or widespread as observed in livers of B6.*Alb/cre,Pdss2^loxP/loxP^* mutants (Figure 8 Panels C and D). The fact that most of these changes affected essential amino acids – threonine, phenylalanine and isoleucine, for example – could reflect albuminuria with concomitant nitrogen wasting and relative protein deficiency in these animals.

## Discussion

The occurrence of a kidney disease phenotype in B6.*Podocin/cre,Pdss2^loxP/loxP^* but not B6.*PEPCK/cre*,*Pdss2^loxP/loxP^* mice resolves a long-standing question regarding the cellular localization of the primary defect in B6.*Pdss2^kd/kd^* mice [3],[20]. Table 1 shows that a primary defect in podocytes recapitulates the *kd/kd* disease phenotype and is responsible for the development of nephrotic syndrome, which was not the case for mice expressing the defect primarily in renal tubular epithelium and hepatocytes (B6.*PEPCK/cre*,*Pdss2^loxP/loxP^*). Hence, interstitial nephritis occurs as a consequence of a *Pdss2* defect in glomerular podocytes. Knocking out the *Pdss2* gene in podocytes resulted in a more severe phenotype than that observed in mice homozygous for the *Pdss2^kd^* mutation (Figure 4), as would be expected if the product of the missense allele has at least some residual activity. Detection of CoQ_9_ and CoQ_10_ in the kidneys of B6.*Pdss2^kd/kd^* mice, while almost ten-fold lower than age-matched B6 controls, suggests that the V117M amino acid substitution mutation in the *Pdss2^kd^* gene product retains partial activity (Figure 5).

That tubular dilatation and interstitial nephritis are downstream consequences of a CoQ deficiency in podocytes is illustrated by Figure 3. Our results suggest that CoQ deficiency negatively impacts mitochondrial respiratory chain function, although loss of CoQ antioxidant function may also be involved in pathogenesis, which leads to podocyte death with important consequences for kidney function. The slit diaphragm, which is dependent on podocyte foot processes, is essentially destroyed, causing leakage of various proteins normally maintained within the circulation, such as serum albumin. Some of these molecules have deleterious effects on the collecting tubules, which leads to tubular dilatation and dysfunction, release of inflammatory mediators, and development of interstitial nephritis.

The results in Table 2 suggest that the elevation in serum cholesterol that is characteristic of *Pdss2^kd/kd^* homozygotes [20] is not entirely attributable to kidney disease, but likely results from shunting of farnesyl diphosphate (one of the precursors in the CoQ biosynthetic pathway immediately proximal to the *Pdss2* enzymatic block) to alternative pathways, primarily involving cholesterol biosynthesis. This is supported by transcriptional profiling of B6.*Alb/cre,Pdss2^loxP/loxP^* liver which demonstrated upregulation of two pathways for which cholesterol is the starting substrate, namely bile acid biosynthesis and steroid biosynthesis (Figure 7).

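Genes of bile acid biosynthesis were lower in the mutants, with 3 of 29 fallen and none risen at an adjusted p under 0.05 from limma (the same when adjusted over the list alone). These were Aldh3a2, Amacr, a racemase of side chain shortening (-1.32, standard error 0.28, n = 3 per group), and Lipa, which frees cholesterol in lysosomes (-1.11), and all probe sets of Lipa were negative. The score of the list was -1.74 (p = 0.00539 from permutations, p = 0.0649 with an estimated correlation). Cyp7a1, the rate-limiting enzyme of bile acid synthesis, varied more within groups than between them, at 9.59, 6.46 and 9.93 in mutants 1 to 3 and 7.88, 8.57 and 8.66 in controls 1 to 3. Its difference was 0.29 (standard error 0.82, adjusted p = 0.845 from limma), with 1.07 on its other probe set, and it was 1.39 without mutant 2, -0.18 without mutant 1 and -0.35 without mutant 3. Of 18 genes of sterol biosynthesis 1 rose, Mvk, and none fell, also when adjusted over the list alone. The score of this list was nevertheless -1.60 (p = 0.023 from permutations, p = 0.538 with an estimated correlation), with permutation p = 0.436 without mutant 2 and 0.0803 without control 1. Its median lay at percentile 31.7 of random lists matched on mean expression. The sterol list passed in 7 of 16 alternatives of scaling, ranking, gene choice and mice left out, and not with quantile normalization, bright probe sets, the block, age, the moderated t or no minimum SD, while the bile acid list passed in 12. Sqle, an early oxygenase of the pathway, differed by -1.37 (adjusted p = 0.198 from limma), Dhcr7, its last reductase, by -1.29 (adjusted p = 0.0917) and the squalene synthase Fdft1 by -1.21 (adjusted p = 0.0927), whose other probe sets lay between -0.78 and 0.64. The sterol medians were 0.41, -0.87 and -0.16 in mutants 1 to 3 and 0.41, -0.17 and 0.22 in controls 1 to 3, and those of bile acid genes 0.01, -0.24 and -0.14 against 0.07, 0.06 and 0.22. With bright probe sets alone the bile acid list had a permutation p of 0.0656, with genes of 1 pathway alone 0.682, and it did not pass with no minimum SD or without both mutant 2 and control 3. Limma called 8 bile acid and 7 sterol genes without mutant 1 and 0 of either without each other mouse.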

In light of the severe, multi-system phenotype of the child with primary CoQ deficiency due to *PDSS2* mutations [11], we undertook an extensive phenotypic evaluation of B6.*Pdss2^kd/k^* ^d^ spontaneous missense homozygous mutants. All studies were performed in animals more than 120 days old, the time by which renal dysfunction is present. No overt non-renal disease manifestations could be detected, although significant deficiencies were observed in their respiratory function and activity of isolated liver mitochondria (Figure 6), as well as quantitative amino acid profiles in liver (Figure 8). It remains possible that additional manifestations of CoQ deficiency would develop with time but do not because of the high mortality of their renal disease. This possibility is being further evaluated by prolonged observation of tissue-specific conditional knockouts without renal disease.

Interestingly, B6.*Alb/cre,Pdss2^loxP/loxP^* liver-conditional knockout mutants manifest no overt symptoms or signs of liver disease through at least eight months of life. Nonetheless, focused evaluations of the livers of these animals demonstrated substantial (97%) knockdown of *Pdss2* expression; pronounced CoQ_9_ deficiency (Figure 5) and significant impairment of complex I- and complex II-dependent integrated respiratory capacity as well as complex I-III and II-III enzyme activities with compensatory increase in complex IV-dependent respiratory capacity in isolated mitochondria (Figure 6). The relatively robust respiratory electron transport chain activities are quite remarkable, given that CoQ_9_ was not detected over background in these liver lipid extracts. The low levels of CoQ_9_ present in these animals must support significant activities of complexes I, II, and III. Very small amounts of CoQ support significant respiratory chain activity in other models (yeast, nematode, isolated mitochondria). Liu et al. [22] showed that hepatocytes in *clk-1/+* heterozygous mice lose heterozygosity (become *clk-1* −*/*−), and these cells undergo clonal expansion within the liver. These findings suggest that liver cells perform quite adequately with low CoQ content.

A significantly altered cellular metabolism phenotype in liver of B6.*Alb/cre,Pdss2^loxP/loxP^* mice was evidenced by concordant upregulation of 43 biochemical pathways (Figure 7) with significant deficiency of 9 amino acids (Figure 8). Taken together, these alterations confirm that *Pdss2* dysfunction is a nuclear gene-based mitochondrial respiratory chain defect to which cellular adaptation is occurring. Indeed, 15 key biochemical pathways were concordantly upregulated on transcriptional profiling in this murine model of primary mitochondrial dysfunction and in previously reported *C. elegans* models of primary respiratory chain dysfunction due to mutations in nuclear gene-encoded subunits of complexes I, II, and III (Figure 7). These similarities spanning evolution provides support that a transcriptional “signature” of mutations in the respiratory chain appears to be stimulation of the constituent components of oxidative phosphorylation, the enzymes of the TCA cycle, and many pathways (e.g., glycolysis, amino acid metabolism, fatty acid metabolism) that furnish substrate to it, as well as stimulation of key cellular defense pathways such as glutathione and P450 metabolism [21].

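In the mouse liver arrays, 2 of 40 genes of glycolysis and gluconeogenesis rose and 1 fell at an adjusted p under 0.05 from limma (2 and 0 adjusted over the list alone). Hk3, a hexokinase abundant in leukocytes, rose (2.05, standard error 0.29, n = 3 per group), as did G6pc3, a glucose-6-phosphatase of most tissues (1.77), Pdha1 fell, and another probe set of Hk3 read -0.15. The score of the list was 0.75 (p = 0.859 from permutations), and it was -0.67 with each array centred on its median, -0.88 without mutant 1 and -0.68 without control 1. Pyruvate metabolism was lower in mutants, with 5 of 35 genes fallen and 1 risen (6 and 1 adjusted over the list alone) and a score of -1.97 (p = 0.000546 from permutations, p = 0.317 with an estimated correlation). Pdk2 (-1.52) and Pdk4 (-1.63), kinases that switch off pyruvate dehydrogenase, fell, as did Acat1, Aldh3a2 and Pdha1, and the lactate dehydrogenase Ldhd (0.81), named after its value was seen, rose. The pyruvate medians were 0.20, -0.33 and -0.35 in mutants 1 to 3 and 0.14, 0.14 and 0.31 in controls 1 to 3. Without mutant 1 limma called 14 of these genes, and without each of the other mice 0, while of the glycolysis genes it called 9 without mutant 1, 1 without mutant 2 or control 3 and 0 without each other mouse.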

Global amino acid alterations in *Pdss2* mutant liver further suggest that significant impairment may be occurring in flux through key biochemical pathways, including glycolysis, the pyruvate dehydrogenase reaction, the TCA cyle, and ureagenesis. Changes in the hepatic amino acid profile were not qualitatively dissimilar in B6.*Alb/cre,Pdss2^loxP/loxP^* mutants compared with those of the B6.*Pdss2^kd/k^* ^d^ missense mutants, but alterations in the liver-conditional knockout were far more widespread and intense (Figure 8). The characteristic pattern in both mutants was a sharp reduction of hepatic amino acid concentrations, which appear to be related to a relative depletion in the hepatic concentration of glutamate. Indeed, glutamate is the “pivot” of nearly all amino acid metabolism as it furnishes amino groups to ketoacids to support the concentrations of alanine, leucine, isoleucine, valine, and phenylalanine, as well as to glutamine via glutamine synthetase. In addition, glutamate rapidly enters the TCA cycle as α-ketoglutarate either via transamination or the glutamate dehydrogenase pathway. We propose that diminished glutamate may occur in *Pdss2* mutants due to their enhanced utilization of glutamate as a metabolic fuel in response to a relative diminution in their glucose consumption rate via glycolysis. It is recognized that in some tissues – particularly kidney and brain – glutamate can become an important metabolic substrate [23]. The significant reduction observed in alanine concentration (Figure 8, Panel C) is consistent with this formulation, since alanine carbon forms from pyruvate that is produced in glycolysis. Similarly, the sharp reduction in the glutamate∶aspartate ratio in mutant liver implies an increase of hepatic oxaloacetate, a TCA cycle intermediate which is the obligatory precursor both to aspartate carbon as well as to the TCA cycle citrate synthetase reaction. In other words, if glycolytic flux is relatively diminished in the *Pdss2* mutants, less pyruvate will be produced and flux through pyruvate dehydrogenase will be attenuated, thereby limiting availability of acetyl-CoA to the citrate synthase reaction, which would augment the hepatic pool of oxaloacaetate and impair TCA cycle flux. Diminished glutamate would also impede production of N-acetylglutamate, an obligatory effector of the carbamylphosphate synthetase reaction sequence in the mitochondrial segment of the urea cycle that leads from ammonia to citrulline, the total absence of which (Figure 8, Panel C) points to a compromise of ureagenesis in the liver of B6.*Alb/cre,Pdss2^loxP/loxP^* mice. It is of interest in this regard that the sole amino acid to be significantly increased is aspartic acid (Figure 8, Panel C), since a failure of citrulline synthesis would sharply curtail flux through cytosolic argininosuccinate synthetase, a step in the urea cycle that utilizes both citrulline and aspartate as precursors. The diminished glutamate∶aspartate ratio highlighted above also denotes compromised flux through the hepatic urea cycle, to which aspartate is a major nitrogen donor. Additional investigations are necessary and underway to verify the extent to which metabolic flux is impaired in *Pdss2* CoQ biosynthetic mutants.

We conclude that the *Pdss2^kd^* allele causes a milder phenotype in homozygous mice than that observed in the homologous human case [11]. What is especially puzzling about the *Pdss2^kd/kd^* mutant mouse is why an intermediate level of activity in oxidative phosphorylation should uniquely affect podocytes, a cell type not previously characterized by unusually high levels of respiratory activity. However, it is clear that CoQ concentrations and intermediary metabolism are significantly altered in the missense mutants. It is also interesting that the *Pdss2^kd/kd^* mouse is a mammalian model of mitophagy, a process recently described in yeast to involve the preferential degradation of impaired mitochondria before initiating cell death [24]. The occurrence of a subsequent intense inflammatory response suggests that autoantigens are exposed by autophagy to initiate either an innate or adaptive immune response. The inflammatory response is not the primary cause of the renal disease, but appears to be the mechanism used to collect and dispose of cellular debris. Availability of B6.*Pdss2^loxP/loxP^* mice will now permit future investigations into the specific sites of CoQ deficiency and tissue damage, particularly in the central nervous system and skeletal muscle, which lead to the heterogeneous but severe consequences of primary mitochondrial disease as observed in the human *PDSS2* patient.

## Materials and Methods

### Construction of Vectors

The targeting construct and *Pdss2^loxP/loxP^* construct were made as follows. The 11.8 kb linearized DNA containing the *Pdss2* exon 2 was from a bacterial artificial chromosome (BAC #RP23-256E1) with digestion of *Bam*H 1 and *Dra* III, and was subcloned into pBlueScript vector. The cassette containing loxP-neo-loxP was inserted into an *Aat* II site, and a loxP was introduced into an *Xho* I site. The *Pdss^loxP/loxP^* targeting construct is depicted in Figure 1 and contains approximately 7 kb of homology regions. This linear targeting construct was electroporated into R1 ES cells. Stably transfected cells were isolated after selection in G418 (350 ul/ml, Gibco), and 384 clones were screened for the desired homologous recombination event with PCR. Chimeric mice were generated by aggregation of ES cells with morulae of B6 mice, and the modified allele was passed through the germline by breeding chimeras to B6 mice. The genotypes of all offspring were analyzed by polymerase chain reaction using DNA from the ear of mice or the yolk sac of embryos. The k/oF and k/oR primers for determination of Exon 2 (PCR product of 440 bp) were 5′-GGAGGTTGAGTCCCTGTGTC-3′ and 5′- GCAGGAAATCAGTGGGACTC-3′ respectively. PCRs were carried out for 30 cycles (94°C for 20 s, 60°C for 30 s, 72°C for 1 min) in a buffer containing 1.5 mM MgCl_2_.

### Mice

Mice homozygous for the floxed gene (B6.*Pdss2^loxP/loxP^*) were crossed with partners that expressed *cre* under the control of a zona pelucida glycoprotein 3 promoter (C57BL/6-Tg(Zps-cre)93 Knw/J; *Zp3/cre*), obtained from The Jackson Laboratory (Bar Harbor, ME), which caused the floxed gene to be deleted in all tissues. Podocyte-specific knockouts (B6.*Podocin/cre,Pdss2^loxP/loxP^*), were obtained by crossing mice homozygous for the floxed gene with partners that expressed *cre* under the control of the *Podocin* promoter [25]. The mutation was targeted to the renal proximal tubular epithelial cells (as well as a subset of hepatocytes) by mating B6.*Pdss2^loxP/loxP^* mice with partners that express a *PEPCK/cre* transgene [26]; to hepatocytes by utilizing mice with an *albumin/cre* promoter (B6.Cg-Tg(Alb-cre)21 Mgn/J (*Alb/cre*)), obtained from The Jackson Lab; or cells of the myeloid lineage with mice that express *cre* under the control of the *lysozyme M* promoter (B6.129P2-*Lyzs^tm1(cre)Ifo^*/J; *LysM/cre* [27] obtained from The Jackson Laboratory. Mice with the *Pdss2^kd/kd^* missense mutation on the B6 background have been previously reported [7],[10]. All procedures were approved by the Institutional Animal Care and Use Committee of the University of Pennsylvania.

### Albumin Assay

A mouse albumin ELISA kit was obtained from Bethyl Laboratories Inc. Briefly, ELISA plates (Nunc, No: 442404) were coated overnight with goat anti-mouse albumin antibody (10 µl /ml) in bicarbonate buffer pH 9.6. Wells were washed with distilled water, blocked with PBS-1% BSA, washed with PBS-0.05% Tween 20, and 100 µl of serially diluted samples or standards added for 1 hour at room temperature. Plates were then washed using PBS-0.05% Tween 20, and incubated with 100 µl of HRP-conjugated goat anti-mouse albumin antibody at room temperature for 1 hour. After further washing with PBS-0.05% Tween 20, wells were incubated with 100 µl ABTS solution at room temperature for 20 min, then with 100 µl 2 M H_2_SO_4_ stopping solution and the plate was read with an ELISA reader at 405 nm.

### Histology

Kidneys from mutant and control mice were fixed in formalin, paraffin-embedded, and 4 µm sections through the longitudinal axis of each kidney were prepared and stained with hematoxylin and eosin. The sections were examined blindly and scored as follows: 0 = no tubular dilatation and no mononuclear cell infiltrates; 1 = small focal areas of cellular infiltration and tubular dilatation involving less than 10% of the cortex; 2 = involvement of up to 25% of the cortex; 3 = involvement of up to 50% of the cortex; 4 = extensive damage involving more than 75% of the cortex. Coronal sections of the brain were stained by H & E. To examine the retina, anesthetized mice were perfused through the heart with freshly prepared 2% PFA+2% glutaraldehyde in 0.2 M sodium cacadylate buffer (pH 7.4). Eyes were removed and eyecups were fixed in the same buffer for 4 hours at room temperature. Tissues were then dehydrated in a graded ethanol series, infiltrated, and embedded in EMbed812 (Electron Microscopy Sciences). Sections of 1–2 µ in thickness were cut and stained with toluidine blue. Liver sections were examined after H & E and Oil Red O staining. Skeletal muscle was stained by Gomori/trichrome stain, and with antibodies to ATPase, SDH, NADH, and acid phosphatase.

### Laser Capture Microdissection and PCR Amplification

Mouse kidney sections 6 µm in thickness were cut onto nuclease-free Membrane Slides for Laser microdissection (Molecular Machines and Industries, Lenor City VA). After hematoxylin staining, laser microdissection of glomeruli or collecting tubules was done using the SL µcut system, and samples were collected onto adhesive caps of 0.5 ml tubes as previously described [25]. Microdissected samples were incubated with 50 µl lysis buffer containing 10 mM Tris HCl (pH 8.3), 50 mM KCl, 2 mM MgCl_2_, 0.1 mg/ml gelatin, 0.45% NP40, 0.45% Tween 20, 6 µl/ml Proteinase K overnight at 55°C. 0.5 µl lysis buffer was used for each PCR reaction. Primers with the PCR product containing exon 2 of *Pdss2* were as follows: forward, 5′-AGCTGTGCACATGTGTGTGA-3′ and reverse, 5′-AAGCTTTTATGTGCCCGATG-3′. Primers with the PCR product containing exon 4 of *Pdss2* were: forward, 5′-TGCAGGAGGATTATCACAGC-3′ and reverse, 5′-TGCACATCAATTTTTCCCATT-3′.

### Electron Microscopy

As previously described [28], kidney tissue samples were fixed in 2.5% glutaraldehyde and 2.0% paraformaldehyde in 0.1 M sodium cacodylate buffer, pH 7.4, overnight at 4°C. After three cacodylate buffer washes, the samples were post-fixed with 2.0% osmium tetroxide in 0.1 M cacodylate buffer for one hour at 4°C. After two additional sodium cacodylate washes and a wash in dH_2_O, samples were stained with 2% aqueous uranyl acetate for 30 minutes at room temperature. Samples were rinsed again in H_2_O subsequent to dehydration in graded ethanols, and infiltration and embedding in Embed-812 (Electron Microscopy Sciences, Fort Washington, PA). All sections were examined in a JEOL 1010 electron microscope, and digital images were recorded with a Hamamatsu camera system.

### CoQ Measurements in Mouse Kidney and Liver Homogenates

Whole kidneys and livers were dissected from sacrificed mice and were stored at −80°C until homogenization. Individual kidneys or lobes of livers were placed in 5 mL of 1X PBS, pH 7.4 (137 mM NaCl, 8 mM Na_2_HPO_4_, 2.7 mM KCl, 1.5 mM KH_2_PO_4_) 4°C, and tissues were homogenized a total of 10 strokes with a tight-fitting Teflon pestle rotating at maximal speed with a Fisher Scientific Lab Stirrer LR400A. The homogenate was centrifuged at 1000×*g* for 5 minutes. The supernatants were removed to fresh vials, and protein concentrations were measured by the bicinchoninic acid assay (Pierce, Rockford, IL). Aliquots of each homogenate were transferred to 50 ml glass tubes and stored at −80°C until extracted. Lipid extractions were performed on CoQ_9_ standards, CoQ_10_ standards, and mouse tissue homogenates by adding the same amount of coenzyme CoQ_6_ internal standard along with 0.5 ml water, 9 ml methanol, and 6 ml petroleum ether to each. Mixtures were vortexed for 1 min, centrifuged at 910×*g*, and the top layer of petroleum ether was removed and saved in a separate vial. Fresh petroleum ether (6 ml) was added to each vial containing the aqueous phase and vortexed for 1 min. The vials were subjected to centrifugation as before and the second petroleum ether layer removed. The process was repeated once more, and the three pooled petroleum ether fractions were dried under nitrogen and resuspended in 200 µl methanol. The quinones were then separated and quantified by HPLC connected to an electrochemical detector as described [29], with the following exceptions: the precolumn electrode was the only electrode used and was set at +650 mV to oxidize all hydroquinones, and a Gilson 118 UV/Vis detector was utilized to detect quinones (275 nm) as they eluted from the column. The amount of CoQ_9_ and CoQ_10_ in the standards and samples was normalized to the amount of CoQ_6_ recovered in the individual lipid extracts.

### Integrated Respiratory Capacity Analysis of Freshly Isolated Liver Mitochondria

Mice were sacrificed by cervical dislocation without general anesthetic, since anesthetics may exacerbate mitochondrial dysfunction in primary mitochondrial disease [30]. Mouse liver mitochondria were isolated in a similar manner as described previously for rat liver mitochondria [31]. Briefly, livers were immediately dissected and collected in MSM buffer (220 mM mannitol, 70 mM sucrose and 5 mM MOPS, pH: 7.4). All subsequent mitochondrial isolation procedures were done on ice. Livers were washed twice with MSM, finely minced, and then homogenized in MSM-E (MSM containing 2 mM EDTA) with 2 slow strokes using a tight-fitting Teflon pestle in a glass Potter/Elvehjem tissue grinder (DuPont, Wilmington, Delaware) at 400 rpm using an IKA RW20 digital homogenizer (Cole-Palmer, Illinois). Following initial centrifugation at 300 g×10 minutes at 4°C, the supernatant was collected and centrifuged at 7000 g×10 minutes at 4°C (Eppendorf 5810R centrifuge, rotor F34-6-38, Hamburg, Germany). The pellet containing mitochondria was then washed twice in MSM with high speed centrifugation at 7000 g×10 minutes at 4°C. 2% protease inhibitor cocktail was added to the final washed pellet preparation (SIGMA, St. Louis, MO). Protein concentration was determined by Lowry assay [32]. Mitochondrial oxygen uptake by polarography using a clark-type electrode (Oxytherm, Hansatech Instruments, UK) was performed on freshly isolated mitochondria at 30°C, as previously described [30]. Substrates used were malate+glutamate, succinate, and TMPD+ascorbate to assess complex I-, II-, and IV- dependent integrated respiratory capacity, respectively. State 3 oxidative phosphorylation (OXPHOS) respiratory rates were measured in the presence of ADP to approximate maximal mitochondrial capacity. Mean state 3 rates with standard errors were calculated from at least duplicate tracings for each electron donor substrate for liver mitochondria isolated from 6 B6.*Pdss2^kd/kd^* missense mutants, 3 B6. *Alb/cre,Pdss2^loxP/loxP^* conditional knockout mutants, and a total of 9 concurrent age- and strain-matched controls (6×B6 and 3×B6.*Pdss2^loxP/loxP^*, respectively). As no statistically significant differences were detected in state 3 rates for any substrate between B6 and B6.*Pdss2^loxP/loxP^* controls, all control data (B6+B6.*Pdss2^loxP/loxP^*) were used for comparative analysis with each mutant strain. Comparison of means was done by one-way ANOVA assuming equal variance (SPSS v.12.0, Chicago, IL).

### Liver and Kidney Mitochondrial Enzyme Activity Analyses

Following polarographic analysis of isolated liver mitochondria, as described above, remaining mitochondrial aliquots were promptly frozen in −80°C and subsequently available for study on 4 B6.*Pdss2^kd/kd^* missense mutants, 2 B6.*Alb/cre,Pdss2^loxP/loxP^* conditional knockout mutants, and a total of 6 concurrent age- and strain-matched controls (4×B6 and 2×B6.*Pdss2^loxP/loxP^*, respectively). Duplicate frozen aliquots of each strain were studied, when available. Mitochondria from single whole kidney homogenates were isolated in a similar fashion as described above for liver mitochondria with the exception that the renal capsule was first manually removed by squeezing. As yields of mitochondria were insufficient to permit polarography with all substrates as described above, kidney mitochondria quality was assessed for 3 representative strains by polarography with malate+glutamate and succinate to demonstrate robust state 3 rates, respiratory control ratios > 3 and > 2, respectively, and ADP/O malate+glutamate > 3.5.

Enzyme assays for citrate synthase and the partial reactions of electron transport were performed at 37°C in a total reaction volume of 1 mL using standard methods [33]. Absorbance changes were continuously monitored using the dual-beam mode of an OLIS-converted DW2a spectrophotometer. Sensitivity to enzymatic inhibitors was used to confirm assay specificity. Complex I+III was measured at 550 nm minus 540 nm (extinction coefficient 19.0 mM^−1^ cm^−1^) as rotenone-sensitive NADH-cytochrome *c* oxidoreductase. Complex II+III was measured at 550 nm minus 540 nm 19.0 mM^−1^ cm^−1^) as antimycin A-sensitive succinate-cytochrome *c* oxidoreductase [7],[8]. Aliquots of mitochondria were preincubated with succinate for 10 minutes before assay of complex II+III. Complex III was measured at 550 nm minus 540 nm (19.0 mM^−1^ cm^−1^) using decylubiquinol as antimycin A-sensitive ubiquinol-cytochrome *c* oxidoreductase. Complex IV was measured at 550 nm minus 540 nm (19.0 mM^−1^ cm^−1^) as azide-sensitive ferrocytochrome c oxidase. Citrate synthase was measured at 412 nm minus 360 nm (13.6 mM^−1^ cm^−1^) using 5,5-dithio-bis(2-nitrobenzoic acid) to detect free sulfhydryl groups in coenzyme A. Individual enzyme activities are reported in nmol/min/mg protein. As no statistically significant differences were detected in activities for any substrate between B6 and B6.*Pdss2^loxP/loxP^* liver mitochondria controls, all control data (B6+B6.*Pdss2^loxP/loxP^*) were used for comparative analysis with each mutant strain. Comparison of means was done by paired t-test.

### *Pdss1* and *Pdss2* Expression Analysis

Standard precautions were followed to avoid contamination or degradation of RNA samples [34]. Total RNA was extracted from 30 to 90 mg aliquots of freshly isolated liver collected from each animal sacrificed for polarographic analysis (see above), and liver from an additional three animals each with genotypes B6.*Alb/cre,Pdss2^loxP/loxP^* B6.*Pdss2^loxP/loxP^* , B6, and B6.*Pdss2^loxP/loxP^* to verify *Pdss1* expression results. In addition, RNA was extracted from single whole kidneys of three B6.*Pdss2^kd/kd^* missense, three B6.*Podocin/cre,Pdss2^loxP/loxP^* mutant mice, three B6 controls, and three B6. *Pdss2^loxP/loxP^* controls using Trizol reagent (Invitrogen Corporation, Carlsbad, CA) and purified in RNeasy spin columns (Qiagen, Inc., Valencia, CA). Total RNA concentration and dissolution were determined spectrophotometrically at 230 nm, 260 nm, and 280 nm (NanoDrop ND-100 Spectrophotometer v3.1.2, NanoDrop Technologies, Inc., Wilmington, DE). 10 µg of total RNA was DNase-treated using a TURBO DNA-free kit (Ambion Inc., Austin, TX). 1.1 µg of DNase-treated RNA was reverse-transcribed in 20 µl reaction mixtures to generate cDNA using a High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA). 40 ng of cDNA was used per quantitative PCR (qPCR) reaction containing Taqman gene expression MGB probes with FAM dye-labeled assays for both endogenous (mouse *β-actin* Mm02619580_g1) and target (mouse *Pdss1* Mm00450958_m1 or *Pdss2* Mm01191894_m1) genes, as well as Taqman Universal PCR Master Mix (Roche, Branchburg, NJ), per Applied Biosystems standard protocol (Applied Biosystems, Foster City, CA). Real-time analysis was performed on an SDS-7500 qPCR machine (Applied Biosystems, Foster City, CA). Sequence Detection Software 1.2.3 version was used for relative quantitation gene expression analysis (Applied Biosystems, Foster City, CA). Relative gene expression is reported as the mean and range of individual mutant strains each compared with pooled age- and strain-matched controls.

### Biochemical Pathway Expression Profiling Microarray Analysis

Aliquots of total RNA were prepared from the same 3 B6.*Alb/cre,Pdss2^loxP/loxP^* mutants and 3 B6.*Pdss2^loxP/loxP^* controls subjected to mitochondrial studies as described above. The *C. elegans* Genome Array was utilized for expression microarray analysis (Affymetrix, Inc, Santa Clara, CA). Affymetrix probe-level data was normalized and summarized in dChip using PM-only model to obtain a single log2-transformed intensity value per probe set per array (hyyp://biosun1.harvard.edu/complab/dchip). The processed data was sent to gene set enrichment analysis (GSEA) for cluster analysis while genes were ranked by the built-in signal-to-noise function (GSEA v. 2.0, Broad Institute, Cambridge, MA). Clusters were designed to represent *M. musculus* genesets relevant to human metabolic pathways. Genesets were curated from biochemical pathway data publicly available from Kyoto Encyclopedia of Genes and Genomes (KEGG) (www.genome.jp/kegg). While 102 KEGG pathways were identified, only 95 genesets contained 5 or more transcripts to meet criteria for inclusion in the analysis. *C. elegans* microarray analysis was performed as previously reported well-characterized mitochondrial complex I, II, and III missense and RNA-interference generated hypomorphic mutants [21]. All microarray expression data is available in a publicly available MIAME-compliant database (GEO superSeries GSE9967 for *C. elegans* arrays and GEO accession GSE10904 for *M. musculus* arrays).

### Quantitative Amino Acid Profiling in Liver

Wedges of liver (∼400 mg) were immediately frozen in −80°C and homogenized in 4 ml aliquots of 4% perchloric acid that contained ε-aminocaproic acid (100 µM) as internal standard. After centrifugation to remove protein, supernatants were adjusted to pH 6–7 with KOH, then centrifuged again to remove precipitated KClO_4_. Amino acids were measured in the resulting supernatant by high performance liquid chromatography (HPLC) using precolumn o-phthalaldehyde derivatization with fluorescent detection (Varian, Palo Alto, CA) [35]. The protein pellet was dissolved in 1N NaOH and results were normalized to protein as determined by Lowry assay [32]. Means were compared with a Student's *t*-test.

How the deposited data were processed for this re-analysis (not part of the article)

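Liver RNA of 3 B6.Alb/cre,Pdss2loxP/loxP mutants and 3 B6.Pdss2loxP/loxP controls was measured with 1 Affymetrix mouse array per animal, and the groups were taken from the sample labels. The authors normalized the probe-level data and summarized them in dChip with its perfect-match model into 1 log2 value per probe set and array, as the methods state. The log2 values were used as deposited, from 0.00 to 14.63, with 40 values of exactly 0, and no detection calls or background values came with them, so the signal over background of each probe set is unknown. The methods name a C. elegans array, but the probe set names are those of a mouse array. The dChip version and the baseline array of its normalization are not given in the sources used here. No array was left out, and the number of arrays limits the precision.

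Of 45101 probe sets, 932 with several gene symbols and 9211 with none were set aside. For each of 18194 genes the probe set with the highest mean over the 6 arrays was used, and all others of the genes named in the text were examined beside it. Genes were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, at a Benjamini-Hochberg adjusted p under 0.05. Single measurements were compared by exact two-sided permutation over the 20 assignments of 3 mice against 3. In simulated data of the same size, the comparison called 19% of the genes changed by 1 on the log2 scale, 74% of those changed by 2 and 5 of 17915 unchanged genes. Whether these rates hold for the real arrays was not tested. There the estimated correlation between genes of a list reached 0.60, in propanoate metabolism.

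The paper names KEGG sets but does not give their genes, so 81 lists holding 1711 different genes, 1537 of them measured, were written by hand, 44 of the lists under the names of pathways in Figure 7. Genes were ranked by signal-to-noise with a minimum SD of 0.2 times the mean, and enrichment was scored with fgsea 1.28.0 at weight 1, with 10000 gene permutations, lists of at least 5 genes and a nominal p under 0.05. Permutation of genes ignores their correlation, so camera of limma, with a preset correlation of 0.01 and with an estimated one, and fry were run beside it. Fry tests whether the genes of a list move one way on balance and does not compare them with other genes. The p with an estimated correlation is given at each pathway described whose call it ends; of the 33 lower lists it ends 31 calls, the preset correlation ends 4 and the directional test of fry ends 28.

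The named genes follow a rule: Pdss2, Pdss1 and Actb, which the paper names; the 10 largest rises and the 10 largest falls among genes past the adjusted p with no overlap of the groups; up to 4 members of smallest p in each list described, or any member of a list under 13 genes; and a set of rate-limiting enzymes and secreted factors. Bckdhb, Abcc2, Ampd2, Npr1, Ldhd, Mrpl2 and Meg3 lie outside it and were named after their values were seen, so that counts of 5 or fewer have names. A change is called a rise or a fall only past the adjusted p.

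The alternatives were quantile normalization, median centring, bright probe sets alone, the mean of all probe sets of a gene, eBayes with trend and robust options, a replicate block, age as a covariate, other rankings and thresholds, genes of 1 pathway list alone, and leaving out each mouse in turn. Leaving out mutant 2 and control 3 together was added after seeing the data. The arrays were also split in the 10 possible ways into 3 and 3. Figures were drawn with matplotlib 3.10.9. The kidney, biochemical and C. elegans measurements of the paper were not analysed here.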

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

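Of the tests in this part, those of an exchange of labels, of the share of hepatocytes, of hybridization, of other splits for the genes changed and without both mutant 2 and control 3 were chosen after the result was seen, as were the lists of nuclear RNAs and splicing factors; the others were set beforehand.

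The spiked-in control transcripts BioB, BioC and BioD, which the paper does not report on, were higher on the mutant arrays by 1.76, 1.71 and 1.29. The largest rises among genes the paper does not discuss were those of Ankrd33b (5.11), Ckap2 (3.14), 4933402D24Rik (3.11), Saa1 (3.02), Mndal (3.00), Arid4a (2.81), Pnisr (2.79), Fank1 (2.76), Sf3b2 (2.73) and Flii (2.71), with other probe sets of Ankrd33b, Arid4a, Pnisr, Fank1, Sf3b2 and Flii of opposite sign. Without control 2 the limma test called none of these.

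Markers of several cell types of liver that the paper does not analyse had positive scores at a nominal p under 0.05. Endothelial markers had a score of 1.88 (p = 0.376 with an estimated correlation). Macrophage and Kupffer cell markers had a score of 1.63 (p = 0.308 with an estimated correlation), with 1 of 24 genes risen, Clec4f (1.17), 0 by limma adjusted over the list alone and 4 higher at an unadjusted p under 0.05, and their permutation p was 0.599 without mutant 1 and 0.0627 without control 3. The list of neutrophil markers had a score of 1.62 (p = 0.138 with an estimated correlation), with 1 of 11 genes risen, Camp (0.76), or 3 adjusted over the list alone, and their permutation p was 0.0785 without control 1, 0.0616 without control 3 and 0.101 after quantile normalization. The list of cholangiocyte and progenitor markers had a score of 1.52 (p = 0.22 with an estimated correlation), with Krt19 risen (1.08) and Krt8 fallen (-1.64) of 20, also when adjusted over the list alone, and their permutation p was 0.0559 without control 2 and 0.0578 after quantile normalization; it passed in 8 of 15 alternatives, and not with the mean of probe sets, the block, age, the moderated t or no minimum SD (up to p = 0.284). The macrophage list passed in 12 of these alternatives, and not with no minimum SD, and the neutrophil list in 10, and not with the block or without both mutant 2 and control 3.

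Most pathway lists were lower on the mutant arrays, with mutant 1 near the controls. Of the 33 lists past the threshold, 72.7% had a median below the 5th percentile of random lists matched on mean expression. The 33 lists were selected for low scores and share genes, and the lists that did not pass were not compared. That share therefore cannot decide how far a tendency of bright probe sets to read lower on these arrays is the cause. A lower share of hepatocytes stays open. Its test used 26 hepatocyte markers, not the list of 20 scored elsewhere. They lay above the proteasome list, whose genes every cell type expresses, by 0.47 (standard error 0.30), which is within 2 standard errors. The scores of several other cell types of liver were positive. So were those of muscle (1.26) and pancreatic acinar markers (1.21), which did not pass, while that of adipocyte markers was -0.84. Hybridization or labelling cannot be told apart from genotype, because BioB, BioC and BioD differed between groups by a mean of 1.59, more than their range of 0.55 within groups. The Bacillus control probe sets, with means of 4.74 in mutants and 4.54 in controls, differed by 0.20 (exact permutation test, p = 0.5). On each array they lay below its lower quartile (5.03 to 5.40), so signals this dim cannot decide the question. Mutant 1, lowest of the mutants in BioB (10.42 against 11.03 and 10.67) but above the controls (8.74 to 9.15), had lists near the controls, and 1 array excludes nothing. Caging of the groups apart was not tested, and RNA integrity stays open. The 3' minus 5' signal, which a loss of 5' ends would raise, was lower in mutants for Gapdh (-0.80 against 2.21). That of Actb was not lower (3.68 against 3.61).

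Nuclear-retained transcripts were higher on the mutant arrays, and splicing factor transcripts on those of mutants 2 and 3 (medians 0.40 and 0.47), with mutant 1 (-0.07) near controls (-0.06, -0.16 and -0.37): of 13 nuclear-retained non-coding RNAs 5 rose and none fell (6 and 0 adjusted over the list alone), Airn (1.95), Neat1 (1.23), Malat1 (1.15), Snhg11 (1.24) and Meg3 (2.65), with a score of 1.81 and p = 0.114 with an estimated correlation. Of 47 SR proteins and speckle splicing factors 14 rose and 2 fell (16 and 3 adjusted over the list alone), among them Srrm2 (1.88) and Rbm25 (2.46), with a score of 1.76 and p = 0.333 with an estimated correlation, but other probe sets of Neat1 (-0.05), Srrm2 (-0.06) and Rbm25 (down to -0.53) were negative, and core Sm and U snRNP proteins had a score of -1.47 (p = 0.261 with an estimated correlation). A larger share of nuclear or unspliced RNA may be a cause, and it could not be decided: probe sets with no gene in the table, many of them from introns or extended 3' ends, lay 0.06 (standard error 0.00393) above named probe sets of like expression, between the bounds of 0.05 and 0.1 set for that test. No biological explanation was tested.

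Most pathway scores run opposite to those of Figure 7, and an exchange of the group labels is a candidate explanation. It cannot be told apart from correct labels by Pdss2, whose brightest probe set was lower on the arrays labelled mutant (-0.54, standard error 0.17) while the others were higher, none of them known to lie in the deleted part. The paper's quantitative PCR found Pdss2 lower in mutants, in RNA from animals of the mitochondrial studies, from which the array RNA also came, and the paper reports lower liver CoQ9 and lower complex I- and II-dependent respiration in mutants of this genotype; these measures run the way the labels say, but they do not show how the arrays were labelled. A ranking computed as control minus mutant would give the same reversal of scores. With the sign turned, 41 of 44 lists had the sign of the paper's score, against 3 as computed. The scores then followed those of Figure 7 (Spearman 0.77, read by eye). Such a match would come from a turned ranking or from exchanged labels, and it cannot tell them apart. The control probe sets that read phage cre, the recombinase gene the mutants carry, were higher on the arrays labelled mutant by 0.52. But cre RNA is also spiked in, and of the other controls BioB, BioC and BioD differed by more. The Bacillus controls differed by less (0.20), but they lay below the lower quartile of each array and are no yardstick for cre. The cre probe sets therefore do not settle the labels either, and the neomycin cassette of the construct was not analysed here.

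Splits of the 6 arrays into 3 and 3 are too few, at 10, for a share under 0.05. For the genes changed, 1 split, the real one, gave 1643, and the highest other gave 0 from limma, with up to 2015 genes at an unadjusted p under 0.05. For the pathway lists, 2 splits reached the real 33, and the highest other gave 35. For oxidative phosphorylation 2 splits reached the size of the real score of -2.73, the other at 2.81, and for CoQ biosynthesis 3 reached that of -1.02, the highest at 1.08. The splits that put mutant 1 with 2 of the controls gave 29, 35 and 31 lists, so that in these lists mutants 2 and 3 stand apart from the others. Across all genes mutant 3 correlated no more with mutant 2 (0.914) than with mutant 1 (0.931).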

How the results depend on the processing

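Leaving out mutant 2 and control 3 together was chosen after the values were seen; the other alternatives were set beforehand. The number of genes changed, 1643, was 502 with the mean of probe sets, 51 without mutant 2 and control 3, 5638 at an unadjusted p under 0.05, and from 0 to 3023 when each mouse was left out in turn; fewer arrays or averaged probe sets of opposite sign are part of these alternatives, and the cause was not tested further. With the replicate number as a block, limma called 0 genes, with 4363 at an unadjusted p under 0.05. The numbers do not pair the mice: deviations from the group mean correlated across genes at 0.18, -0.48 and -0.48 between mutants and controls of the same number, and at 0.61 between mutant 2 and control 3. These arrays also stood together on the second principal component (25.3% of the variance), at -25.5 and -52.5, with the others at 7.75 to 41.4. Their Bacillus controls read 5.39 and 5.15, against 4.14 to 4.48 on the others. The replicate block does not adjust for this pattern, which crosses the groups, and its cause was not tested. Quantile normalization, median centring, bright probe sets alone, the trend and robust options and age gave 1281 to 2393 genes. The 33 lower lists were 26 to 34 under the scaling, probe set, block, age and moderated t alternatives and 22 to 34 with each mouse left out, but 20 without a minimum SD (19 of them among the 33) and, with genes of 1 list alone, 14 of the 36 lists that kept 5 genes (13 among the 33, of which 7 were not tested), 2 with an estimated correlation and 6 by fry, of which 1 was higher; the cause was not tested. The oxidative phosphorylation list stayed lower throughout, at p from 0.000131 to 0.000509 in the permutation tests and 1.7e-09 with the preset correlation, but its p was 0.239 with an estimated correlation and 0.138 by fry, which take account of the correlation between its genes. CoQ biosynthesis kept its sign and did not pass in the directional tests of any alternative (p from 0.239 to 0.72 over camera, fry and the permutation tests), while the mixed test of fry passed. The brightest Pdss2 probe set passed limma's test with median centring (-0.70, adjusted p = 0.048) and under no other alternative, and the mean of the Pdss2 probe sets was of opposite sign (0.07). Glul turned with the mean of probe sets (-0.03), which takes in a probe set at -0.60, and Fgf21, near 0, with quantile normalization (-0.10) and median centring (-0.07); with each mouse left out Actb ran from -0.07 to 0.05, Cyp7a1 from -0.35 to 1.39, Otc from -0.04 to 0.03 and Fgf21 from -0.18 to 0.46; the cause was not tested. Of 141 named genes, 117 kept direction and side of the threshold with quantile normalization, 125 with median centring, 140 with the trend and robust options, 139 with age, 61 with the mean of probe sets, 17 with the block, and 15, without control 2, to 127, without mutant 1, with a mouse left out. No background values came with the arrays, so what dim signals limit is unknown.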

Differences from the paper's values

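No alternative compared here was chosen after seeing the data, except leaving out mutant 2 and control 3 together, which closed none of these gaps. The paper reports 43 of 95 KEGG sets as higher in mutants at a nominal p under 0.05; of 44 hand-written lists, 0 were higher and 33 lower at the same threshold, by permutation of genes with fgsea (0 higher with either form of camera and 1 with fry, and 30 lower with camera's preset correlation, 2 with an estimated one and 5 with fry). With the sign turned, that is with control minus mutant, 33 of 44 lists would be higher, a share that is not comparable with the paper's 43 of 95 because the lists were taken from pathways of Figure 7, and the normalized enrichment scores read by eye from Figure 7 rank the lists much as the scores here do (Spearman 0.77 across the 44 lists, against -0.77 as computed), with 38 of 44 within 1.5 times. No alternative set before the data were examined brings the count of higher lists within 1.5 times of the paper's.

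For Pdss2 the paper's decrease, measured by quantitative PCR, is 97.2%, and the decrease on the brightest array probe set is 31.3%. No alternative set before the data were examined removes this difference; the closest is median centring, at 38.6%, and the farthest is the mean of probe sets. The assays differ, and whether the probe sets lie in the deleted part is not known.

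With the sign turned, the following scores still differ. For the urea cycle the paper's score is about 1.8 in Figure 7, read by eye, and 0.84 here; for CoQ biosynthesis (ubiquinone) it is about 1.8 in Figure 7, read by eye, and 1.02 here; for cysteine metabolism it is about -0.74 in Figure 7, read by eye, and 1.35 here; none of the alternatives set before the data were examined removes these differences. For arginine and proline metabolism the paper's score is about -0.57 in Figure 7, read by eye, and 0.98 here, and the difference is absent with the replicate block and with age as a covariate, and present in the other alternatives. For glycolysis and gluconeogenesis it is about 1.0 in Figure 7, read by eye, and -0.75 here, and the difference is absent with median centring, without mutant 1 and without control 1 and present in the other alternatives. For terpenoid biosynthesis it is about 1.7 in Figure 7, read by eye, and 0.87 here, and the difference is absent with genes of 1 list alone and present in the other alternatives.

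In its text the paper describes oxidative phosphorylation, the TCA cycle, fatty acid metabolism, amino acid pathways, autophagy, P450, glutathione, ascorbate, nucleotide, ribosome, RNA polymerase, bile acid and steroid pathways as higher in mutants, and each of their lists that passed was lower here, oxidative phosphorylation with a score of -2.73. Of the 44 lists, 3 had the sign of the paper's score and 41 had it with the sign turned. The paper also describes aminoacyl-tRNA and CoQ biosynthesis as higher; here neither passed, with scores of -1.22 and -1.02, apart from the aminoacyl-tRNA synthetases with the mean of probe sets (-1.65), again lower in mutants.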

Other observations

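All tests of this part are of lists set beforehand. Genes of the mitochondrial ribosome, which makes the respiratory chain subunits encoded in mitochondria, were lower in mutants, with 13 of 74 fallen and 3 risen at an adjusted p under 0.05 from limma (27 and 3 adjusted over the list alone), a median difference of -0.56 and a score of -2.92 (p = 0.191 with an estimated correlation). Mrps30 (-1.24) and Mrps35 (-1.19) fell, and Mrpl18 (1.39), Mrpl52 (1.32, with -0.98 on another probe set) and, named after its value was seen, Mrpl2 (1.02) rose. Of 18 mitochondrial chaperones and proteases 2 fell and none rose (7 and 0 adjusted over the list alone), with a score of -2.41 (p = 0.087 with an estimated correlation). The falls were the Hsp70 partner Dnaja3 (-1.57, with 0.49 and 0.16 on other probe sets) and Pmpcb, a subunit of the peptidase that removes presequences (-1.47). Of 23 targets of PPAR alpha, a regulator of fatty acid oxidation, 4 fell and none rose (7 and 1 adjusted over the list alone). Their score was -2.14 (p = 0.115 with an estimated correlation). The falls were Aldh3a2, Pdk4 and the acyl-CoA thioesterases Acot4 and Acot1 (-1.16 each), with 0.12 on another probe set of Acot4. The PPAR alpha list did not pass with no minimum SD (permutation p = 0.0965). Mutant 1 lay near the controls in the mitochondrial ribosome, at a median of 0.11 against -0.33 and -0.61 in mutants 2 and 3 and 0.23 to 0.38 in controls. Without mutant 1 limma called 38, 9 and 8 genes of these lists, without control 3 it called 1, 0 and 0, and without each other mouse 0.

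Regulators of mitochondrial biogenesis moved both ways, with the coactivator Ppargc1b (1.68) and the GABP subunit Gabpb1 (1.15) risen and the partner subunit Gabpa (-1.56) and the transcription factor Yy1 (-0.79) fallen of 17 (2 and 3 adjusted over the list alone), and the list did not pass (score -1.20, p = 0.218 from permutations). Probe sets of opposite sign were found for Gabpb1 (-0.61), Gabpa (0.74) and Yy1 (0.12 and 0.40), and limma called 5 genes without mutant 1, 0 without control 1 or control 2 and 1 without each other mouse. Of 21 transaminases and glutamate enzymes 2 rose and none fell (4 and 0 adjusted over the list alone), the glutamate transporter Slc1a2 (1.81) and Agxt2, and the score was -0.78 (p = 0.792 from permutations), with a median of 0.21 of opposite sign; the score was positive in 10 of 16 alternatives, from -1.10 to 1.18 over all of them, so no direction is given. The aspartate and alanine transaminases Got1 (0.70, adjusted p = 0.101) and Gpt (0.21, adjusted p = 0.449) and the glutamine synthetase Glul (0.55, adjusted p = 0.0911, with -0.60 on another probe set) did not pass the limma test. Nor did Cps1 (-0.51, adjusted p = 0.212) and Otc (-0.00, with -1.56 and -0.54 on other probe sets), the first enzymes of the urea cycle, or Fgf21, a hormone released by liver under mitochondrial stress (0.09).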
